# Transcriptomic response of primary human airway epithelial cells to flavoring chemicals in electronic cigarettes

**DOI:** 10.1038/s41598-018-37913-9

**Published:** 2019-02-01

**Authors:** Hae-Ryung Park, Michael O’Sullivan, Jose Vallarino, Maya Shumyatcher, Blanca E. Himes, Jin-Ah Park, David C. Christiani, Joseph Allen, Quan Lu

## Abstract

The widespread use of electronic cigarettes (e-cigarettes or e-cig) is a growing public health concern. Diacetyl and its chemical cousin 2,3-pentanedione are commonly used to add flavors to e-cig; however, little is known about how the flavoring chemicals may impair lung function. Here we report that the flavoring chemicals induce transcriptomic changes and perturb cilia function in the airway epithelium. Using RNA-Seq, we identified a total of 163 and 568 differentially expressed genes in primary normal human bronchial epithelial (NHBE) cells that were exposed to diacetyl and 2,3-pentanedione, respectively. DAVID pathway analysis revealed an enrichment of cellular pathways involved in cytoskeletal and cilia processes among the set of common genes (142 genes) perturbed by both diacetyl and 2,3-pentanedione. Consistent with this, qRT-PCR confirmed that the expression of multiple genes involved in cilia biogenesis was significantly downregulated by diacetyl and 2,3-pentanedione in NHBE cells. Furthermore, immunofluorescence staining showed that the number of ciliated cells was significantly decreased by the flavoring chemicals. Our study indicates that the two widely used e-cig flavoring chemicals impair the cilia function in airway epithelium and likely contribute to the adverse effects of e-cig in the lung.

## Introduction

Electronic cigarettes (e-cigarettes or e-cig) have gained popularity as a substitute for cigarettes or cigars, and they have been a gateway to cigarettes for those who never smoked^1^. The World Health Organization (WHO) reported that the global market for Electronic Nicotine and Non-Nicotine Delivery Systems in 2015 was estimated to be $10 billion and about 56% was accounted by the United States of America^2^. As the popularity and use of e-cig continue to increase, there is an urgent need to assess comprehensively the chemical compositions and potential health effects of e-cig. Although concerns regarding e-cig primarily focus on exposure to nicotine^3–6^, e-cig contains myriad chemicals, including carbonyl compounds, aldehydes, fine particulate matter, metals, propylene glycol, glycerol, formaldehyde, and volatile organic compounds (VOCs)^7–16^. More recently, Allen *et al*.^17^ showed that flavoring chemicals are in over 90% of commercially marketed flavored e-cig.

The most common flavoring compound added to e-cig is diacetyl^15,16^, which is a small, volatile compound with butter-like aroma^18^. In the early 2000s, a series of studies reported a strong association between the production of butter-flavored microwave popcorn and bronchiolitis obliterans (“popcorn lung”), an irreversible lung disease^17,19^. Diacetyl was the most prominent chemical in the butter flavorings and its effect was dose-dependent^20–23^. Likely because of the known link between diacetyl and “popcorn lung”, 2,3-pentanedione, which has similar flavor properties to diacetyl, was used as a substitute in some e-cig^24^. Indeed, Allen *et al*. found 2,3-pentanedione in nearly 50% of e-cig tested in 2016^17^. Despite the widespread use of these flavoring chemicals in e-cig, there is a paucity of studies on potential adverse effects of these chemicals to e-cig users.

Some earlier rodent studies have shown that exposures to diacetyl or 2,3-pentanedione damage airway epithelium in mice and rats^25–29^. However, the mechanism underlying the adverse effects is not known; it is also not known whether the flavoring chemicals similarly damage human airway epithelium. In this study, we utilized primary normal human bronchial epithelial (NHBE) cells that are cultured at an air-liquid interface (ALI) to mimic the *in vivo* airway characteristics^30^. Using RNA-Seq, we performed global transcriptomic profiling in primary NHBE cells exposed to diacetyl or 2,3-pentanedione. Our data showed that diacetyl and 2,3-pentanedione induced significant transcriptomic changes, including those related to ciliogenesis, in the primary NHBE cells. Consistent with the transcriptomic data, diacetyl or 2,3-pentanedione-treatment decreased the number of ciliated cells in differentiated NHBE cell population, indicating an impairment of ciliogenesis in airway epithelium by the flavoring chemicals in e-cig.

## Results

### Transcriptomic profiling of human bronchial epithelial cells exposed to flavoring chemicals

To examine the effect of flavoring compounds on human airway epithelium, we utilized air–liquid interface (ALI) cultures of primary NHBE cells. NHBE cells cultured under ALI after 14 days differentiate into a mixture of ciliated cells, goblet cells as well as some remaining basal cells (Fig. 1A), thus closely mimicking human airway epithelium *in vivo*^30^. We first exposed differentiated mature primary NHBE cells (ALI culture day 14) to diacetyl, 2,3-pentanedione, or vehicle control (H_2_O) for 24 h. The rationale for choosing 25 ppm diacetyl is that the previous study indicates that no observable adverse effect level for sub-chronic inhalation may be less than 25 ppm diacetyl^28^. In addition, extrapolation of the mouse dose-response relationship to humans suggested no sensory irritation to warn employees during acute diacetyl exposures at concentrations less than 20 ppm^31^. The concentration of 2,3-pentanedione was selected because the lowest concentration with observable phenotypes such as bronchial fibrosis, cell morphology, or lung resistance ranges from 100 ppm to 150 ppm *in vitro* and *in vivo*^29,32,33^. LDH (lactate dehydrogenase) assay confirmed that diacetyl and 2,3-pentanedione used at these concentrations did not induce significant cytotoxicity at 6 or 24 h (Supplementary Fig. S1). After 24-hour exposure to control, diacetyl, or 2,3-pentanedione, total RNAs from the cells were extracted and used for RNA-seq-based transcriptional profiling (Fig. 1A). We constructed RNA-seq libraries, each with a unique barcode that allows multiplexing. To minimize the variation of sequencing runs, we pooled barcoded RNA-seq libraries for next generation deep sequencing. 

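Poly(A)-selected RNA of NHBE cells was sequenced after 24 h of exposure at ALI day 14. The 4 groups were vehicle control, diacetyl at 25 ppm, 2,3-pentanedione at 100 ppm and an e-cig solution that held diacetyl at 2 ppm, with 2 libraries each. The e-cig group is not part of the paper's comparisons. The authors trimmed and aligned the short single-end reads with STAR and counted reads per Ensembl gene with HTSeq, and the values used here are these raw read counts. The totals over genes ranged from 17236936 to 20499088 per library. Of 65435 genes in the table, 55879 had an identifier in GENCODE 44, which is on GRCh38. Differential expression was tested with edgeR's quasi-likelihood test on TMM-normalized counts of the 15771 genes kept by edgeR's filter on low counts, with all 8 libraries in the fit and condition as the only term. The spread between libraries of a group corresponded to a biological coefficient of variation of 6.84%. The chi-square between the 2 libraries of a group per gene, about 1 for repeat sequencing of 1 sample, was at least 3.85, so no libraries were counted as 1 sample. On the first principal component, which held 42.5% of the variance, the 2,3-pentanedione libraries lay at 35.5 and 35.5, the diacetyl libraries at 7.28 and 1.55, the controls at -20.6 and -16.7, and the e-cig libraries at -18.3 and -24.1. On the second, with 14.3% of the variance, the libraries of a group lay apart, e-cig replicate 1 at -25.6 and 2 at -3.59, and control replicate 1 at 13.9 and 2 at -2.46, while the diacetyl libraries were at 11.2 and 18.6 and those of 2,3-pentanedione at -5.69 and -6.23. The labels describe duplicate cultures of pooled donor cells and pair no libraries across groups, so the tests measure the spread between cultures, not between donors.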

We obtained an average of ~18 million reads per sample and tested for differential expression of GRCh37 Ensembl-annotated genes. Following stringent multiple testing corrections, we identified a total of 163 and 568 differentially regulated genes after exposure to diacetyl and 2,3-pentanedione, respectively, as shown in the volcano plots in Fig. 1B and C.

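Expression of 392 genes changed with 25 ppm diacetyl (155 higher and 237 lower) and of 4602 genes with 100 ppm 2,3-pentanedione (2414 higher and 2188 lower), at an adjusted p under 0.05 from edgeR. These were 2.49% and 29.2% of the genes tested, shares to set beside the counts in gene lists. Of the genes that passed, 12 were over 2-fold higher and 29 over 2-fold lower with diacetyl, and 151 and 366 with 2,3-pentanedione. The gene with the lowest adjusted p with each chemical was PAPSS2 (synthesis of the sulfate donor PAPS), on chromosome 10 of GRCh38 from 87659613 to 87747705. PAPSS2 was at 233 ± 1.76 CPM (counts scaled to library size; mean ± SD, n = 2) in the controls, 109 ± 4.88 with diacetyl and 65.0 ± 0.996 with 2,3-pentanedione. Its log2 fold change was -1.10 (standard error 0.075, adjusted p = 1.36e-06) with diacetyl and -1.84 (standard error 0.078, adjusted p = 7.06e-10) with 2,3-pentanedione from edgeR. Of 26 measured cell cycle genes on a textbook list, 18 were lower with 2,3-pentanedione and 1 was higher (18 lower and 4 higher when adjusted over the list alone), with a median log2 fold change of -0.86. They include TOP2A (topoisomerase of dividing cells, -1.28 (adjusted p = 3.28e-06)), BUB1 (spindle checkpoint kinase, -1.16 (adjusted p = 1.74e-05)) and CDK1 (mitotic kinase, -1.19 (adjusted p = 1.84e-05)). Camera called the list lower (adjusted p = 4.73e-09), against adjusted p = 0.213 with an estimated correlation. With diacetyl, 1 of the 26 was lower (9 lower and 1 higher when adjusted over the list alone), with a median of -0.29 (camera adjusted p = 8.39e-06, and adjusted p = 0.329 with an estimated correlation). Genes of the NRF2 antioxidant response rose with 2,3-pentanedione, 15 of 26 and none lower (16 when adjusted over the list alone), among them ALDH3A1 (aldehyde oxidation, 0.90 (adjusted p = 3.80e-06)), and camera's call (adjusted p = 1.15e-11) had adjusted p = 0.0978 with an estimated correlation. With diacetyl 3 of the 26 were higher (10 when adjusted over the list alone; camera adjusted p = 5.33e-05, and adjusted p = 0.175 with an estimated correlation). The 3 were 0 without diacetyl replicate 1, 1 without diacetyl replicate 2 and 5 without either e-cig replicate. The 2 doses differ, and a direct test of 2,3-pentanedione against diacetyl found 2211 genes that differed (1368 without diacetyl replicate 1, 161 without diacetyl replicate 2, 370 without pentanedione replicate 1, 83 without pentanedione replicate 2 and 1237 with a trend on transcript length and GC content removed). The diacetyl count was 48 without diacetyl replicate 1, 115 without diacetyl replicate 2, 227 without control replicate 2, and 196 or fewer without pentanedione replicate 1 or 2. The 2,3-pentanedione count was 2634 and 2101 without pentanedione replicate 1 or 2, and the share of its genes that were higher, 52.5%, was 43.0% when counts were scaled by library size alone.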

**Figure 1:**
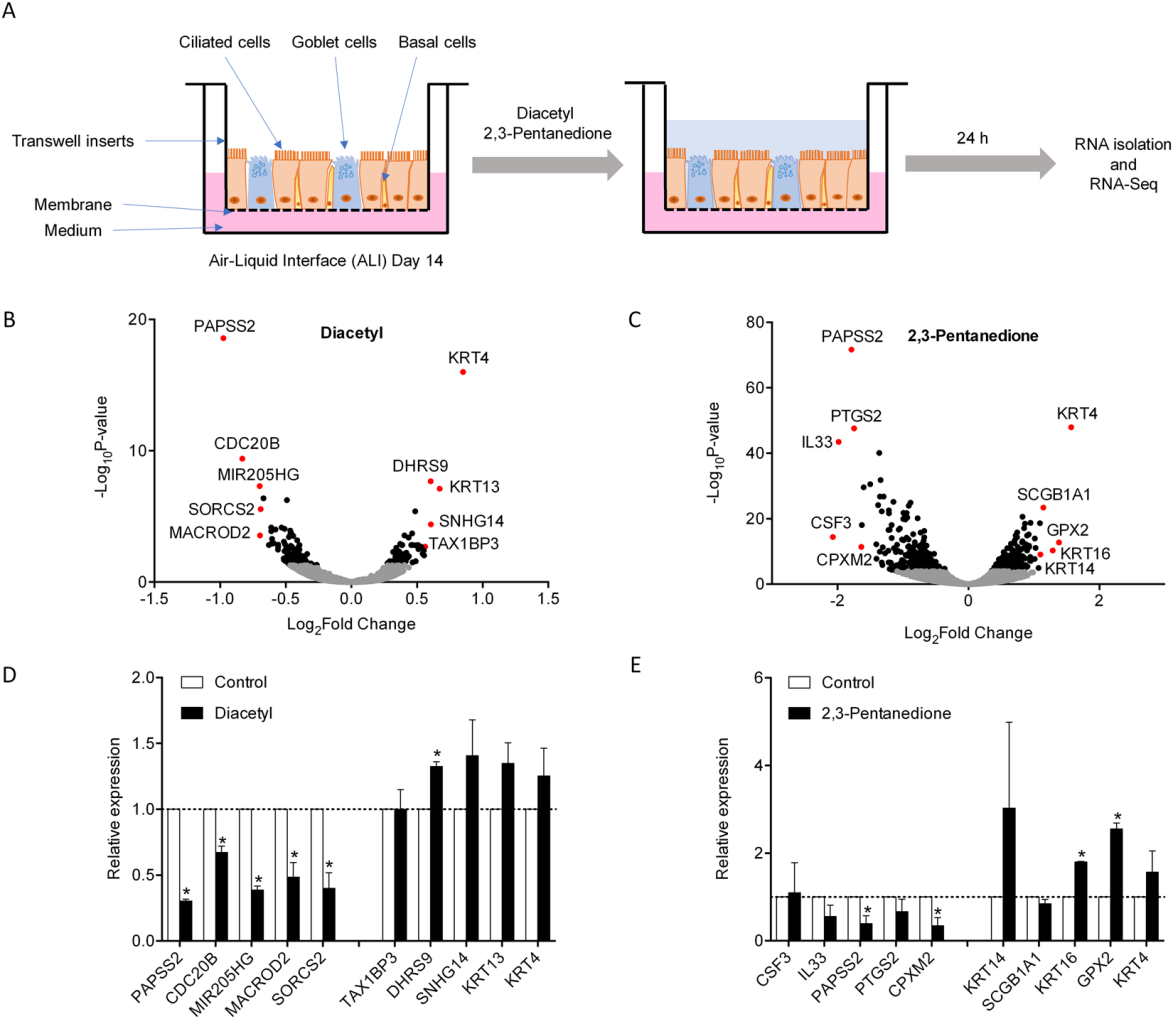
Identification of differential gene expression in NHBE cells exposed to flavoring chemicals by RNA-seq. (**A**) Schematic workflow of the study. (**B**,**C**) Volcano plot of RNA-seq results with top 10 genes annotated in diacetyl or 2,3-pentanedione-exposed NHBE cells for 24 h. Black dots represent gene with Padj < 0.05. Grey dots represent genes that do not meet the significance threshold. (**D**,**E**) qPCR validation of top 10 genes identified by RNA-seq with diacetyl or 2,3-pentanedione. *P < 0.05 compared to control. N = 3 subjects.

### qPCR validation of differentially regulated genes by flavoring chemicals

We ranked the differentially regulated genes for each treatment group by fold change. We then selected a total of 10 genes (five most upregulated and five most downregulated genes) with each treatment for qRT-PCR validation (Supplementary Tables S1 and S2). 

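The genes that the paper's Supplementary Tables S1 and S2 list as most changed all passed the test in the listed direction, 5 higher and 5 lower with each chemical. The lists were chosen on these libraries, so they are not independent evidence of direction. With diacetyl, MACROD2, which removes ADP-ribose from proteins, fell most among the 10 by unshrunken log2 fold change (-1.63, standard error 0.20, adjusted p = 0.00101), while the ratio shrunken by DESeq2 on the 2 groups was 0.617 for MACROD2 and lower, 0.508, for PAPSS2. CDC20B, a gene of the multiciliogenesis locus (-0.95, standard error 0.079, adjusted p = 9.34e-06), SORCS2, a sorting receptor (-0.87, adjusted p = 3.49e-04), and MIR205HG, the host gene of miR-205 (-0.83, adjusted p = 0.00107), also fell. The squamous keratin KRT4, on chromosome 12 of GRCh38 from 52806549 to 52814116, rose from 112 ± 0.778 CPM (mean ± SD, n = 2) in the controls to 217 ± 1.49 with diacetyl and 346 ± 4.45 with 2,3-pentanedione. Its log2 fold change was 0.95 (standard error 0.072, adjusted p = 2.94e-06) with diacetyl from edgeR. SNHG14, a long noncoding RNA (0.72, adjusted p = 0.00238), and TAX1BP3, a PDZ-domain protein (0.78, adjusted p = 0.00875), also rose with diacetyl. With 2,3-pentanedione, the neutrophil growth factor CSF3 fell most (-3.93, standard error 0.43, adjusted p = 1.69e-05), then CPXM2, a carboxypeptidase-like protein (-2.25, standard error 0.20, adjusted p = 3.28e-06), and the alarmin IL33 (-2.14, standard error 0.16, adjusted p = 4.79e-07), all unshrunken. By shrunken ratio CPXM2, at 0.322, fell less than IL33, at 0.253. The higher genes of its list included KRT4 (1.63, standard error 0.073, adjusted p = 8.42e-10), GPX2, a glutathione peroxidase (1.63, standard error 0.13, adjusted p = 1.14e-06), and SCGB1A1, the club cell secretoglobin (1.21, adjusted p = 3.85e-06). Over all genes past the threshold with a mean of at least 1 CPM and libraries of both groups apart, CSF3 was also lowest with diacetyl (-2.31, standard error 0.33, adjusted p = 0.00259). TAX1BP3 no longer passed without diacetyl replicate 1 (adjusted p = 0.137). The fall of CSF3 with diacetyl had adjusted p = 0.223 from DESeq2 on the 2 groups alone and 0.158 from the authors' deposited p-values, a setting chosen after the data were seen.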

We treated ALI cultures of primary NHBE cells derived from three different donors with vehicle control, 25 ppm diacetyl, or 100 ppm 2,3-pentanedione. For diacetyl treatment, out of the top 10 differentially expressed genes, qRT-PCR verified 6 genes that were significantly changed compared to control (Fig. 1D). Diacetyl treatment suppressed the expression of *PAPSS2*, *CDC20B*, *MIR205HG*, *MACROD2*, and *SORCS2* and increased the expression of *DHRS9* (Fig. 1D. p < 0.05). Expression of *SNHG14*, *KRT13*, and *KRT4* was also increased with diacetyl treatment, but the changes were not statistically significant (Fig. 1D). For 2,3-pentanedione treatment, qRT-PCR confirmed changes in mRNA expression of *PAPSS2*, *CPXM2*, *KRT16*, and *GPX2* (Fig. 1E, p < 0.05).

### Functional Annotation Enrichment using DAVID

We then used the DAVID pathway analysis tool to identify ontological categories that were enriched among the differentially expressed genes induced by exposures to flavoring chemicals. For the diacetyl treatment gene dataset, pathways related to “Cell projection”, “Cilium”, “Intermediate filament protein, conserved site”, and “Cilium biogenesis/degradation” were significantly enriched (Table 1). 

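The paper's lists were chosen on these libraries and are not independent evidence, but their members were measured one by one here. Of the 20 genes listed under cell projection, 17 were lower and 2 higher with diacetyl, and S100P, a calcium-binding protein, did not pass (0.50 (standard error 0.15, adjusted p = 0.0853) from edgeR). Of the 8 listed under cilium biogenesis/degradation, 7 were lower and the actin crosslinker FLNA was higher. All 7 keratins listed under intermediate filament protein were higher. On a textbook list of 23 cilia and flagella associated proteins and tektins, 10 were lower and none was higher with diacetyl (16 when adjusted over the list alone), with a median log2 fold change of -0.46. Among them, CFAP43 (-0.62, standard error 0.084, adjusted p = 0.00158), CFAP52 (-0.60, standard error 0.096, adjusted p = 0.00445) and EFHC2 (-0.75, standard error 0.11, adjusted p = 0.00212) fell. Camera called the list lower (adjusted p = 1.80e-19), against adjusted p = 0.0825 with an estimated correlation. Of 24 genes of the radial spokes, central pair and nexin link, which hold the axoneme's microtubules together, 4 were lower (17 when adjusted over the list alone; camera adjusted p = 3.12e-14, and adjusted p = 0.143 with an estimated correlation). Of 22 dynein arm chains, docking and assembly factors, 4 were lower (10 when adjusted over the list alone; camera adjusted p = 1.37e-10, and adjusted p = 0.193 with an estimated correlation). Under diacetyl, camera called 22 of the 34 lists, and 0 passed with an estimated correlation. Without diacetyl replicate 1 or 2, the 17 cell projection genes were 5 and 11, the 7 cilium biogenesis genes 1 and 3, the 7 keratins 2 and 4, the 10 cilia and flagella associated genes 3 and 4, the 4 radial spoke genes 2 in each case and the 4 dynein arm genes 0 and 2. Without control replicate 1 the keratins were 4 and the radial spoke and dynein arm genes 7 each, and without control replicate 2 the cilium biogenesis genes were 4 and the cilia and flagella associated genes 6. The keratins were 4 without either pentanedione replicate and the radial spoke genes 7 without either e-cig replicate. By fry, which asks whether a list's genes move one way without comparing them with other genes, 10 passed.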

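The paper's lists for 2,3-pentanedione were chosen on these libraries and are not independent evidence of direction. Of 40 genes listed under cell-cell adherens junction, 37 were higher with 2,3-pentanedione, and the other 3, among them the cell division genes ANLN (-0.96, standard error 0.11, adjusted p = 1.97e-05) and CCNB2 (-1.25, standard error 0.20, adjusted p = 3.14e-04), were lower. All 16 ciliopathy genes and all 10 dynein genes were lower, and of 15 genes under cilium biogenesis/degradation 12 were lower and 3 higher. Examples are DNAI2, an intermediate chain of the outer dynein arm (-0.98, standard error 0.15, adjusted p = 2.24e-04), and TMEM67, of the ciliary transition zone (-0.91, standard error 0.10, adjusted p = 2.29e-05). On textbook lists, 18 of 31 intraflagellar transport genes were lower and 1 was higher (the same counts when adjusted over the list alone), with a median log2 fold change of -0.32. They include IFT80 (-0.74, standard error 0.11, adjusted p = 1.75e-04) and WDR19 (-0.66, standard error 0.096, adjusted p = 1.46e-04). Of 28 genes of the transition zone and BBSome, 13 were lower (17 lower and 1 higher when adjusted over the list alone). Camera called both lists lower (adjusted p = 8.04e-07 and 5.13e-06), against adjusted p = 0.208 and 0.206 with an estimated correlation. Of 30 cell junction genes, 11 were higher and 2 lower (12 and 2 when adjusted over the list alone; camera adjusted p = 3.83e-05, and adjusted p = 0.0978 with an estimated correlation). The desmosomal plaque protein PPL (0.75, standard error 0.075, adjusted p = 7.34e-06) and plakoglobin, JUP (0.61, standard error 0.075, adjusted p = 3.66e-05), rose, while CLDN10, a tight junction protein, fell (-0.98, standard error 0.16, adjusted p = 3.80e-04). The 18 transport genes were 11 without pentanedione replicate 1, and the 13 genes of the transition zone and BBSome were 7 without pentanedione replicate 1 or 2. Camera called 24 of the 34 lists with 2,3-pentanedione, and 0 passed with an estimated correlation. Fry called 23.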

For the 2,3-pentanedione treatment dataset, pathways related to “cell-cell adherens junction”, “Ciliopathy”, “cilium morphogenesis”, “Cilium biogenesis/degradation”, “Dynein”, and “Cytoskeleton” were highly enriched (Table 2). The full list of enriched terms is available in Supplementary Tables S3 and S4. Interestingly, pathways related to cilium and cilium biogenesis/degradation, were highly enriched in both diacetyl and 2,3-pentanedione datasets.

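The master regulator of motile cilia FOXJ1 did not pass the test with either chemical (-0.19 (standard error 0.097, adjusted p = 0.329) with diacetyl and -0.16 (standard error 0.097, adjusted p = 0.225) with 2,3-pentanedione from edgeR), nor did TUBB4B, a tubulin abundant in cilia (-0.31 (adjusted p = 0.0769) and 0.031 (adjusted p = 0.830)). Regulators of multiciliogenesis were lower with 2,3-pentanedione, 13 of 20 measured and none higher (13 when adjusted over the list alone), with a median log2 fold change of -0.48. Among them, the transcription factors MYB (-0.87, standard error 0.095, adjusted p = 1.74e-05) and FOXN4 (-1.18, standard error 0.16, adjusted p = 9.94e-05) and the centriole kinase PLK4 (-0.84, standard error 0.13, adjusted p = 2.08e-04) fell. With diacetyl, 3 of the 20 were lower (6 when adjusted over the list alone). Camera called this list lower with both (adjusted p = 8.39e-06 with diacetyl and 3.83e-09 with 2,3-pentanedione), against adjusted p = 0.143 and 0.0978 with an estimated correlation. Of 20 general ciliated cell markers, 1 was lower with diacetyl (9 when adjusted over the list alone), and 6 were lower and 1 higher with 2,3-pentanedione (the same when adjusted over the list alone), with medians of -0.24 and -0.15. Camera called these markers lower with both (adjusted p = 2.48e-07 and 0.0228), against adjusted p = 0.238 and 0.527 with an estimated correlation. Of 12 goblet cell markers, none passed with diacetyl (3 higher and 3 lower when adjusted over the list alone), and 3 were higher and 4 lower with 2,3-pentanedione (4 and 5 when adjusted over the list alone). The mucin MUC5B fell (-1.08, standard error 0.11, adjusted p = 9.66e-06) and AGR2, which folds mucins, rose (0.81, standard error 0.095, adjusted p = 2.63e-05). In the direct test of 2,3-pentanedione against diacetyl, 8 of the 20 multiciliogenesis genes were lower with 2,3-pentanedione (camera adjusted p = 2.93e-05, and adjusted p = 0.301 with an estimated correlation). For the radial spoke list, 2 of 24 were lower (1 with a trend on transcript length and GC content removed) and camera did not call it (adjusted p = 0.241). The 3 multiciliogenesis genes lower with diacetyl were 6 without control replicate 1 and 1 without control replicate 2, diacetyl replicate 1 or diacetyl replicate 2, and the 4 goblet cell markers lower with 2,3-pentanedione were 2 without pentanedione replicate 1 or 2.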

**Table 1:** Enriched terms in the gene list differentially regulated by diacetyl by DAVID analysis.

Annotation Cluster 1	Enrichment Score: 4.6		
**Category**	**Term**	**Genes**	Padj*
UP_KEYWORDS	Cell projection	20	4.6E-04
UP_KEYWORDS	Cilium	11	4.3E-04
**Annotation Cluster 2**	**Enrichment Score: 3.4**		
**Category**	**Term**	**Genes**	**Padj**
INTERPRO	IPR018039:Intermediate filament protein, conserved site	7	0.003
UP_SEQ_FEATURE	region of interest:Coil 2	7	0.011
UP_SEQ_FEATURE	region of interest:Linker 12	7	0.011
UP_SEQ_FEATURE	region of interest:Linker 1	7	0.009
UP_SEQ_FEATURE	region of interest:Coil 1A	7	0.009
UP_SEQ_FEATURE	region of interest:Coil 1B	7	0.009
UP_SEQ_FEATURE	region of interest:Rod	7	0.006
UP_KEYWORDS	Intermediate filament	7	0.002
UP_SEQ_FEATURE	region of interest:Head	7	0.005
INTERPRO	IPR001664:Intermediate filament protein	7	0.005
SMART	SM01391:SM01391	7	0.004
INTERPRO	IPR009053:Prefoldin	5	0.005
UP_SEQ_FEATURE	site:Stutter	5	0.025
GOTERM_CC_DIRECT	GO:0005882~intermediate filament	7	0.012
UP_SEQ_FEATURE	region of interest:Tail	6	0.045
**Annotation Cluster 3**	**Enrichment Score: 2.32**		
**Category**	**Term**	**Genes**	**Padj**
UP_KEYWORDS	Cilium biogenesis/degradation	8	0.007

*Padj: adjusted p-values for multiple comparisons by the Benjamini Hochberg correction.

**Table 2:** Enriched terms in the gene list differentially regulated by 2,3-pentanedione by DAVID analysis.

Annotation Cluster 1	Enrichment Score: 12.39		
**Category**	**Term**	**Genes**	Padj*
GOTERM_CC_DIRECT	GO:0005913~cell-cell adherens junction	40	6.9E-12
GOTERM_MF_DIRECT	GO:0098641~cadherin binding involved in cell-cell adhesion	38	6.1E-11
GOTERM_BP_DIRECT	GO:0098609~cell-cell adhesion	33	6.7E-08
**Annotation Cluster 2**	**Enrichment Score: 5.13**		
**Category**	**Term**	**Genes**	**Padj**
UP_KEYWORDS	Ciliopathy	16	4.8E-05
GOTERM_BP_DIRECT	GO:0060271~cilium morphogenesis	17	0.003
GOTERM_BP_DIRECT	GO:0042384~cilium assembly	15	0.012
UP_KEYWORDS	Cilium biogenesis/degradation	15	0.001
UP_SEQ_FEATURE	region of interest:AAA 6	7	3.6E-04
COG_ONTOLOGY	Cytoskeleton	8	2.0E-04

*Padj: adjusted p-values for multiple comparisons by the Benjamini Hochberg correction.

The identification of common pathways by the individual DAVID pathway analyses of the transcriptomic datasets is consistent with the chemical similarity between diacetyl (chemical synonym: 2,3-butanedione) and 2,3-pentanedione. We further compared the lists of differentially regulated genes with the two flavoring chemicals. Among 163 differentially regulated genes with diacetyl, 142 genes (~87%) were also differentially expressed with 2,3-pentanedione treatment (Fig. 2A). 

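Of the 392 genes changed by diacetyl here, 341 (87.0%) also changed with 2,3-pentanedione, 130 higher with both, 211 lower with both and 0 in opposite directions. Lists drawn independently would share 23.7 higher and 32.9 lower genes. Of the 392, 387 had the same sign with 2,3-pentanedione, and the change with 2,3-pentanedione was 1.31 times that with diacetyl at the median. Diacetyl (2,3-butanedione) and 2,3-pentanedione differ in the length of the carbon chain and were given at different doses (25 and 100 ppm), so a direct test cannot part structure from dose. In that test, for 80 of the 392 genes the change was larger with 2,3-pentanedione, for 21 it was smaller or opposite, and for 291 the difference did not pass (65 larger and 12 smaller or opposite with a trend on transcript length and GC content removed). IL33 (-1.51, standard error 0.16, adjusted p = 1.71e-04), MIR205HG (-0.90, standard error 0.12, adjusted p = 6.43e-04), CFAP70, a protein of the ciliary axoneme (-0.85, standard error 0.10, adjusted p = 6.31e-04), and PAPSS2 (-0.75, standard error 0.077, adjusted p = 1.71e-04) fell further with 2,3-pentanedione. KRT4 rose further (0.68, standard error 0.070, adjusted p = 1.71e-04). DHRS9, a retinol dehydrogenase, had a difference of 0.048 (standard error 0.081, adjusted p = 0.732), and ALDH1A3, a retinal dehydrogenase, of 0.034 (standard error 0.073, adjusted p = 0.796). Across all genes tested, the log2 fold changes of the chemicals had a Pearson r of 0.678 and a Spearman rho of 0.597, and genes are not independent replicates. Both comparisons use the same controls, and 20 simulations of unchanged groups against shared controls gave a mean r of 0.493 and rho of 0.453. They shared 0 genes, which cannot test the overlap, since no gene was changed in them. The simulations gave every group the same spread per gene. The controls varied more, with a chi-square between libraries of 8.91 per gene, against 4.72 with diacetyl and 3.85 with 2,3-pentanedione. The simulated values may therefore understate what shared controls add. The covariance was 0.119, against 0.0266 in the simulations, and 0.0939 or 0.0747 with separate controls. With a separate control library for each chemical, r was 0.446 or 0.325, and 173 or 313 genes were shared, which was 71.5% or 53.3% of the diacetyl genes. The 341 genes were 48 without diacetyl replicate 1, 110 without diacetyl replicate 2, 206 without control replicate 2, and 162 and 161 without pentanedione replicate 1 or 2.

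**Figure D1:**
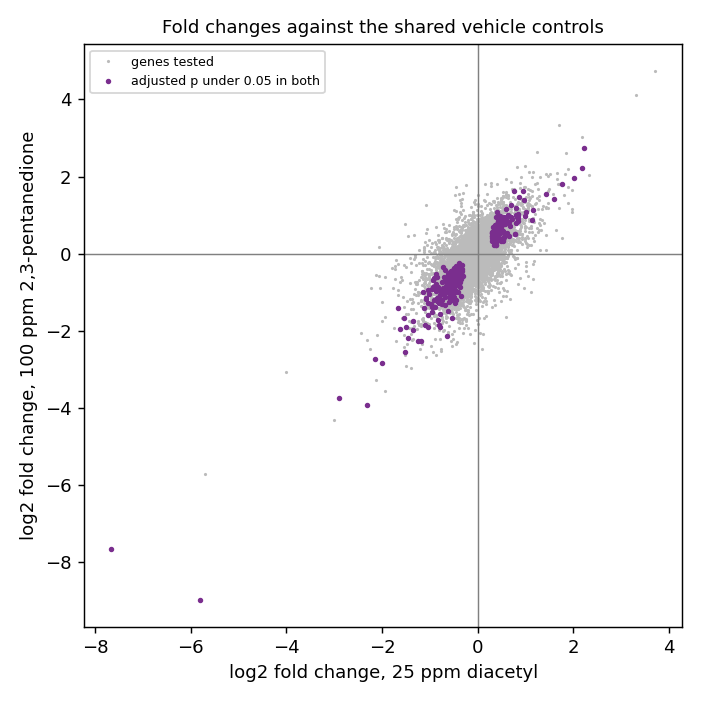
Log2 fold change with 100 ppm 2,3-pentanedione (y axis) against that with 25 ppm diacetyl (x axis) for each gene tested, from edgeR, with the 341 genes past the threshold in both in purple. All 341 lie in the quadrants of the same sign.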

We ranked these 142 genes according to the p-values and then used qRT-PCR to validate the top 10 genes (*PAPSS2, KRT4, CDC20B, DHRS9, MIR205HG, KRT13, PTGS2, PTHLH, SORCS2*, and *ALDH1A3*) in ALI-cultured NHBE cells from three different donors (Table 3). 

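All 10 genes changed with both chemicals here and in one direction, 4 higher and 6 lower. As the study picked them on these libraries, they are not independent evidence. Besides PAPSS2, CDC20B, MIR205HG and SORCS2, the lower ones were PTGS2, the inducible prostaglandin synthase, and PTHLH, parathyroid hormone-like hormone. PTGS2 had a log2 fold change of -0.80 (standard error 0.13, adjusted p = 0.00448) with diacetyl and -1.85 (standard error 0.13, adjusted p = 4.79e-07) with 2,3-pentanedione from edgeR. PTHLH had -0.54 (standard error 0.073, adjusted p = 0.00158) and -0.70 (standard error 0.073, adjusted p = 1.16e-05). The higher ones were KRT4, KRT13, another keratin of stratified epithelia (0.80 (standard error 0.093, adjusted p = 4.60e-04) with diacetyl and 1.17 (standard error 0.093, adjusted p = 9.56e-07) with 2,3-pentanedione), DHRS9 (0.67 (standard error 0.081, adjusted p = 7.66e-04) and 0.72 (standard error 0.081, adjusted p = 2.09e-05)) and ALDH1A3 (0.54 (standard error 0.074, adjusted p = 0.00176) and 0.57 (standard error 0.074, adjusted p = 5.76e-05)). With 2,3-pentanedione, CDC20B was at -1.39 (standard error 0.081, adjusted p = 3.63e-08), MIR205HG at -1.73 (standard error 0.11, adjusted p = 1.75e-07) and SORCS2 at -0.96 (standard error 0.098, adjusted p = 9.76e-06). In the direct test, the fall of PTGS2 was larger with 2,3-pentanedione (-1.05, standard error 0.13, adjusted p = 6.31e-04), while SORCS2 (-0.094, standard error 0.10, adjusted p = 0.572) and PTHLH (-0.16, standard error 0.073, adjusted p = 0.153) did not pass. The median over the 10 genes was -0.67 with diacetyl and -0.83 with 2,3-pentanedione. All 10 passed the test with both chemicals when any 1 of the 8 libraries was left out.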

As shown in Fig. 2B, the expression profiles of these top 10 genes in response to diacetyl and 2,3-pentanedione treatments were very similar in terms of the direction and magnitude of fold changes. Among the ten genes, *PAPSS2, MIR205HG*, and *SORCS2* were significantly down-regulated by diacetyl or 2,3-pentanedione treatment (Fig. 2B, p < 0.05). *CDC20B, PTGS2*, and *PTHLH* were downregulated with diacetyl treatment (Fig. 2B, p < 0.05). 

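Of the 22 genes that the paper lists under extracellular space, chosen on these libraries and so not independent evidence, 17 were lower and 5 higher with diacetyl, and as many with 2,3-pentanedione. ABI3BP, an extracellular matrix protein, fell (-0.91 (standard error 0.15, adjusted p = 0.00496) with diacetyl and -1.20 (standard error 0.15, adjusted p = 4.95e-05) with 2,3-pentanedione from edgeR), as did CPAMD8, of the alpha-2-macroglobulin family (-0.62 (standard error 0.10, adjusted p = 0.00605) and -0.99 (standard error 0.11, adjusted p = 1.69e-05)). SERPINB2, a protease inhibitor of squamous cells, rose (0.64 (standard error 0.13, adjusted p = 0.0187) and 1.00 (standard error 0.13, adjusted p = 6.16e-05)). Of 27 measured cytokines and NF-kB targets on a textbook list, 10 were lower with diacetyl (21 when adjusted over the list alone) and 23 with 2,3-pentanedione (25 when adjusted over the list alone), and none was higher. The medians were -0.52 and -0.83. The chemokine CCL20, which draws lymphocytes, was among them (-1.04 (standard error 0.16, adjusted p = 0.00378) with diacetyl and -1.60 (standard error 0.17, adjusted p = 1.11e-05) with 2,3-pentanedione). CXCL6, which draws neutrophils, was at -1.37 (standard error 0.13, adjusted p = 3.85e-06) with 2,3-pentanedione. Camera called the list lower with both (adjusted p = 1.03e-22 and 5.02e-21), against adjusted p = 0.143 and 0.177 with an estimated correlation. Of the paper's 22 genes, the 17 lower and 5 higher with diacetyl were 4 and 0 without diacetyl replicate 1, 7 and 2 without diacetyl replicate 2, and 11 and 3 without control replicate 2. Without diacetyl replicate 1, the calls with diacetyl ended for ABI3BP (adjusted p = 0.0516), CPAMD8 (0.0628) and SERPINB2 (0.178), without diacetyl replicate 2 for CPAMD8 (0.0502), and without control replicate 1 for SERPINB2 (0.0698). The 10 cytokine genes lower with diacetyl were 4 without control replicate 2, 3 without diacetyl replicate 2 and 7 without either pentanedione replicate, and the 23 lower with 2,3-pentanedione were 13 without pentanedione replicate 2.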

DAVID analysis of the overlapping 142 genes in the two gene lists identified several significantly enriched pathways related to “Intermediate filament protein, conserved site”, “Extracellular space”, “Cilium”, “Cell projection”, and “Dynein” (Table 4), again reinforcing the notion that the two related flavoring chemicals may act on bronchial epithelium via common mechanisms. The full list of enriched terms is available in Supplementary Table S5.

**Figure 2:**
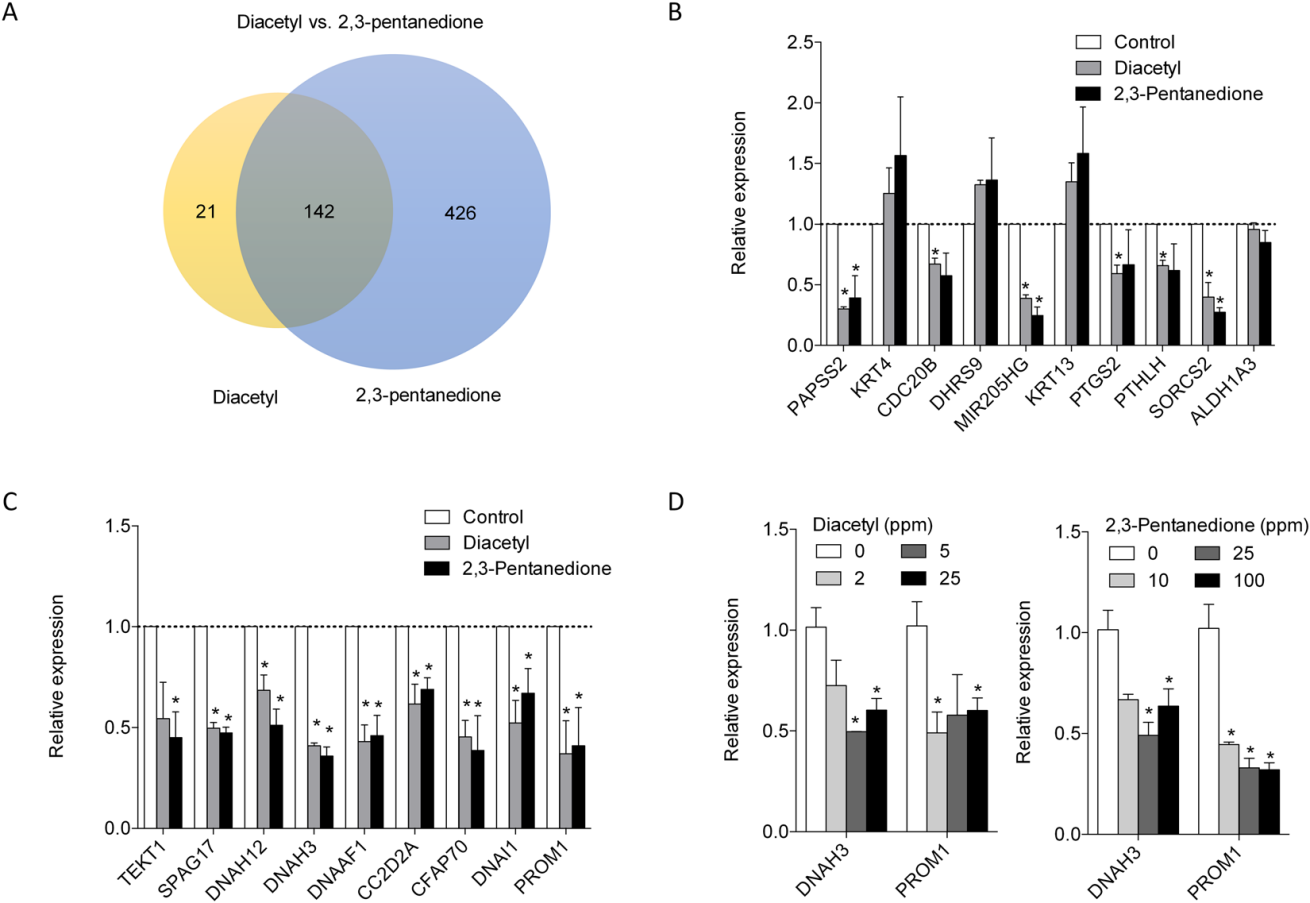
The transcriptomes of diacetyl and 2,3-pentanedione-exposed NHBE cells are highly overlapped. (**A**) The Venn diagram shows the overlap of differentially expressed gene sets (Padj < 0.05). (**B**) qPCR validation of the top 10 overlapped gene set with diacetyl and 2, 3-pentanedione treatment. *P < 0.05 compared to control. N = 3 subjects. (**C**) Expression of genes involved in cilia processes measured by qPCR. *P < 0.05 compared to control. N = 3 subjects. (**D**) Expression of cilia-involved genes in HNBE cells exposed to diacetyl or 2,3-pentanedione at varying concentrations. P < 0.05 compared to control.

**Table 3:** Top 10 genes differentially regulated in both diacetyl and 2,3-pentanedione treatment*.

Gene	Diacetyl		2,3-Pentanedione	
	Fold Change	Padj	Fold Change	Padj
*PAPSS2*	0.51	2.68E-25	0.29	1.16E-81
*KRT4*	1.80	2.70E-19	2.96	2.10E-72
*CDC20B*	0.56	1.01E-16	0.39	8.08E-41
*DHRS9*	1.52	4.04E-10	1.60	3.65E-11
*MIR205HG*	0.62	2.13E-08	0.33	2.80E-31
*KRT13*	1.59	4.87E-08	2.13	1.81E-19
*PTGS2*	0.30	1.15E-48	0.30	1.15E-48
*PTHLH*	0.71	4.14E-07	0.62	4.03E-14
*SORCS2*	0.62	5.79E-07	0.54	1.08E-09
*ALDH1A3*	1.40	2.85E-06	1.46	3.85E-10

*The gene list with diacetyl treatment was ranked by Padj values, then top 10 genes shared with 2, 3-pentanedione treatment were selected.

**Table 4:** Enriched terms in the gene list differentially regulated by both diacetyl and 2,3-pentanedione.

Annotation Cluster 1	Enrichment Score: 3.5		
**Category**	**Term**	**Genes**	Padj*
INTERPRO	IPR018039:Intermediate filament protein, conserved site	7	0.001
UP_SEQ_FEATURE	region of interest:Coil 2	7	0.004
UP_SEQ_FEATURE	region of interest:Linker 12	7	0.004
UP_SEQ_FEATURE	region of interest:Coil 1B	7	0.004
UP_SEQ_FEATURE	region of interest:Coil 1A	7	0.004
UP_SEQ_FEATURE	region of interest:Linker 1	7	0.004
UP_SEQ_FEATURE	region of interest:Rod	7	0.003
UP_KEYWORDS	Intermediate filament	7	0.001
UP_SEQ_FEATURE	region of interest:Head	7	0.002
INTERPRO	IPR001664:Intermediate filament protein	7	0.002
SMART	SM01391:SM01391	7	0.001
INTERPRO	IPR009053:Prefoldin	5	0.003
UP_SEQ_FEATURE	site:Stutter	5	0.014
GOTERM_CC_DIRECT	GO:0005882~ intermediate filament	7	0.007
UP_SEQ_FEATURE	region of interest:Tail	6	0.022
UP_KEYWORDS	Keratin	7	0.022
**Annotation Cluster 2**	**Enrichment Score: 1.98**		
**Category**	**Term**	**Genes**	**Padj**
GOTERM_CC_DIRECT	GO:0005615~extracellular space	22	0.010
**Annotation Cluster 3**	**Enrichment Score: 1.89**		
**Category**	**Term**	**Genes**	**Padj**
UP_KEYWORDS	Cilium	11	0.000
UP_KEYWORDS	Cell projection	18	0.001
UP_KEYWORDS	Dynein	4	0.046

*Padj: adjusted p-values for multiple comparisons by the Benjamini Hochberg correction.

### Expression of genes involved in cilia processes

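Keratins are the intermediate filament proteins of epithelial cells. Of 17 measured keratins on a textbook list, 10 were higher with diacetyl (14 when adjusted over the list alone) and 16 with 2,3-pentanedione (17 when adjusted over the list alone), and none was lower. The medians were 0.52 and 0.81. KRT8, of simple epithelia, rose with both (0.52 (standard error 0.090, adjusted p = 0.00681) with diacetyl and 0.89 (standard error 0.090, adjusted p = 9.66e-06) with 2,3-pentanedione from edgeR), as did KRT5, of basal cells (0.35 (standard error 0.084, adjusted p = 0.0397) and 0.68 (standard error 0.084, adjusted p = 4.26e-05)), and KRT14, its basal partner (0.69 (standard error 0.15, adjusted p = 0.0230) and 1.26 (standard error 0.15, adjusted p = 2.45e-05)). In the direct test, 9 of the 17 were higher with 2,3-pentanedione than with diacetyl (12 when adjusted over the list alone) and none lower, with a median difference of 0.37 (4 higher with a trend on transcript length and GC content removed). KRT4 was among them. Camera called the keratins higher in the 3 comparisons (adjusted p = 1.19e-23 with diacetyl, 1.22e-24 with 2,3-pentanedione and 1.37e-08 between them), against adjusted p = 0.143, 0.0978 and 0.491 with an estimated correlation. Of the paper's 12 intermediate filament genes for 2,3-pentanedione, 11 were higher and VIM, the mesenchymal filament protein, was lower (-0.70, standard error 0.12, adjusted p = 6.44e-04), a list chosen on these libraries and not independent evidence. The 10 keratins higher with diacetyl were 2 without diacetyl replicate 1, 5 without diacetyl replicate 2, 4 without control replicate 1 and 4 without either pentanedione replicate, and KRT8 (adjusted p = 0.111), KRT5 (0.383) and KRT14 (0.146) were among those lost without diacetyl replicate 1. KRT5 was also lost without control replicate 1 (0.113), pentanedione replicate 1 (0.0795) or 2 (0.0800) and in edgeR on the 2 groups alone (0.0693), and KRT14 without control replicate 1 (0.0856), diacetyl replicate 2 (0.0880), pentanedione replicate 1 (0.0514) or 2 (0.0513). KRT14 shares much of its sequence with KRT16 and KRT17, so short reads may be counted for the wrong member.

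**Figure D2:**
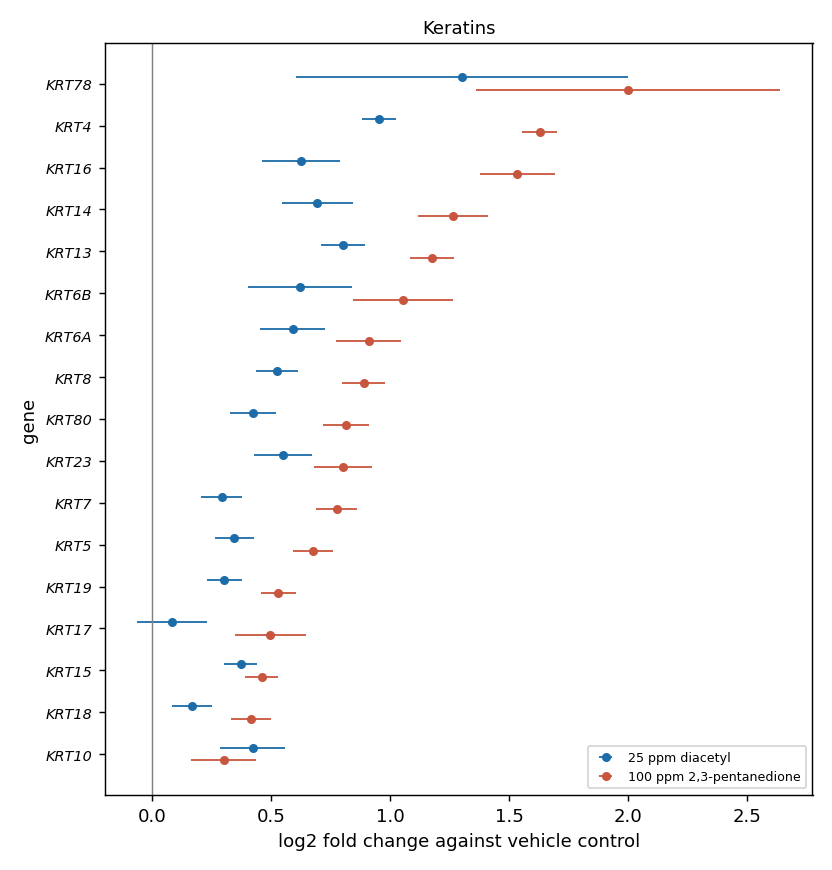
Log2 fold change against vehicle control (x axis) of the 17 keratins measured (y axis), from edgeR, with 25 ppm diacetyl in blue and 100 ppm 2,3-pentanedione in red. Points are estimates from 2 libraries per group and bars are standard errors. The median point is at 0.52 with diacetyl and 0.81 with 2,3-pentanedione.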

Although our DAVID analysis identified “Intermediate filament” as one of the most significantly enriched terms by exposure to both flavoring chemicals in NHBE cells (Table 4), expression of genes included in the term (*KRT4*, and *KRT13*, and *KRT14*) was not validated with our initial qPCR validation of top hits (Fig. 1D,E). Because the “Cilium” pathway has the lowest p-value in the combined analysis (Table 4) and has been identified as a shared pathway in the individual analysis of the two datasets (Tables 1 and 2), we focused our follow up characterization on the genes involved cilium biogenesis. Our RNA-seq data showed that expression of at least 11 genes related to cilium (*TEKT1, CFAP70, PROM1, DNAH12, DNAI1, DNAH3, DNAAF1, CC2D2A, CFAP221, SPAG17*, and *DNAH6*) was significantly down-regulated in NHBE cells treated with 25 ppm diacetyl or 100 ppm 2,3-pentanedione (Supplementary Table S6). 

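All 11 cilium genes were lower with both chemicals at an adjusted p under 0.05 from edgeR, with a median log2 fold change of -0.55 with diacetyl and -0.78 with 2,3-pentanedione. With 2,3-pentanedione the largest falls were in CFAP70 and DNAH12, an inner-arm dynein heavy chain. CFAP70, on chromosome 10 of GRCh38 from 73253762 to 73358864, was at 65.0 ± 5.58 CPM (mean ± SD, n = 2) in the controls, 42.1 ± 4.27 with diacetyl and 23.4 ± 0.573 with 2,3-pentanedione, and its log2 fold changes were -0.63 (standard error 0.097, adjusted p = 0.00404) and -1.47 (standard error 0.10, adjusted p = 3.60e-07). DNAH12, on chromosome 3 of GRCh38 from 57293699 to 57544344, went from 92.1 ± 8.33 CPM to 53.5 ± 11.1 and 37.8 ± 3.38 (n = 2 each), and its log2 fold changes were -0.78 (standard error 0.12, adjusted p = 0.00279) and -1.28 (standard error 0.12, adjusted p = 3.80e-06). SPAG17, a central pair protein, was at -0.80 (standard error 0.12, adjusted p = 0.00303) with diacetyl and -1.27 (standard error 0.13, adjusted p = 7.05e-06) with 2,3-pentanedione, and CFAP221, also of the central pair, at -0.83 (standard error 0.12, adjusted p = 0.00277) and -0.85 (standard error 0.12, adjusted p = 1.40e-04). The dynein intermediate chain DNAI1 was at -0.55 (standard error 0.099, adjusted p = 0.00875) and -0.78 (standard error 0.10, adjusted p = 5.84e-05). The smallest changes were those of PROM1, a protein of membrane protrusions, with diacetyl (-0.37, standard error 0.073, adjusted p = 0.0136) and of TEKT1, a filament protein of the axoneme, with 2,3-pentanedione (-0.43, standard error 0.12, adjusted p = 0.0116). The study chose these genes on the same libraries, which is not independent evidence of their direction. The axonemal dynein heavy chains, motor subunits of ciliary beating on a textbook list that also holds DNAH3, DNAH6 and DNAH12, were lower too. Of 11 measured, 7 were lower with diacetyl (10 when adjusted over the list alone) and 10 with 2,3-pentanedione (10 when adjusted over the list alone), with medians of -0.47 and -0.80 and none higher. Camera called them lower (adjusted p = 5.83e-14 and 3.90e-12), against adjusted p = 0.143 and 0.179 with an estimated correlation. DNAH5, an outer-arm chain, was at -0.37 (standard error 0.099, adjusted p = 0.0557) with diacetyl and -0.87 (standard error 0.10, adjusted p = 2.46e-05) with 2,3-pentanedione. Between the chemicals, 5 of the 11 cilium genes were lower with 2,3-pentanedione in the direct test (3 with a trend on transcript length and GC content removed). The 11 calls with diacetyl were 2, DNAH12 and CFAP221, without diacetyl replicate 1 and 8 without diacetyl replicate 2, TEKT1's call with 2,3-pentanedione ended without control replicate 2 (adjusted p = 0.0944) or pentanedione replicate 1 (0.149), and without control replicate 2 TEKT1 and CC2D2A, a transition zone gene, were lost with diacetyl (adjusted p = 0.232 and 0.0640), as was TEKT1 without pentanedione replicate 1 (0.0727) or 2 (0.0732). The 7 dynein heavy chains lower with diacetyl were 1 without diacetyl replicate 1 and 4 without control replicate 1 or either pentanedione replicate. From the fall of these genes and its qRT-PCR of 9 of them, the paper proposes that the formation and function of cilia may be impaired. Its staining of ciliated cells, made at a later time, showed fewer of them with both chemicals.

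**Figure D3:**
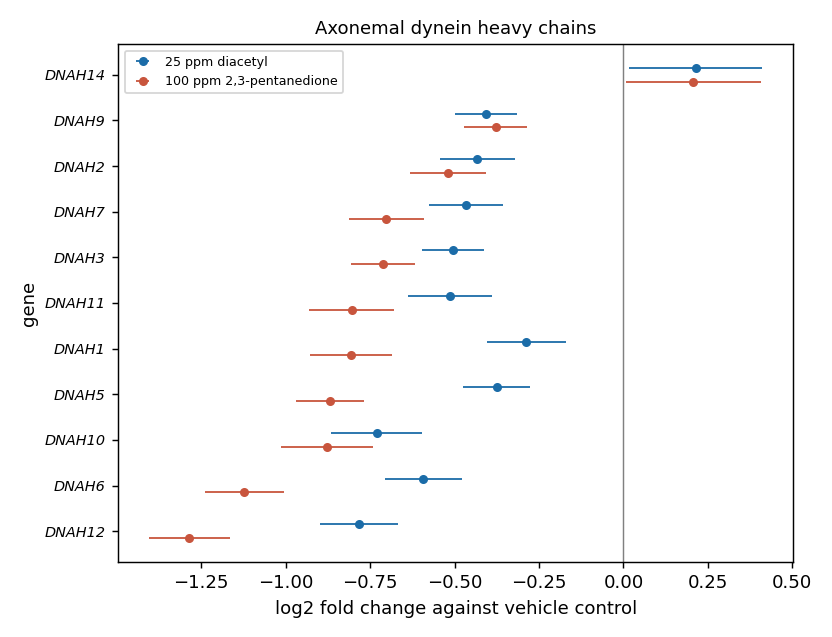
Log2 fold change against vehicle control (x axis) of the 11 axonemal dynein heavy chains measured (y axis), from edgeR, with 25 ppm diacetyl in blue and 100 ppm 2,3-pentanedione in red. Points are estimates from 2 libraries per group and bars are standard errors. The median is -0.47 with diacetyl and -0.80 with 2,3-pentanedione.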

Using qRT-PCR, we validated the down-regulation of these genes in NHBE cells from three different donors upon either diacetyl or 2,3-pentanedione treatment (Fig. 2C). Consistent with RNA seq data, mRNA expression of *TEKT1, CFAP70, PROM1, DNAH12, DNAI1, DNAH3, DNAAF1, CC2D2A*, and *SPAG17* was significantly down-regulated with diacetyl and 2,3-pentanedione (Fig. 2C, p < 0.05) (*CFAP221* and *DMAH6* were excluded because specific primers were not available), suggesting that the flavoring chemicals may impair cilia biogenesis and functions. We measured expression of *DNAH3* and *PROM1*, two most down-regulated genes with flavoring chemicals (Fig. 1C), in NHBE cells exposed to flavoring chemicals at lower levels. Their expression was down-regulated by treatment with diacetyl and 2,3-pentanedione at levels as low as 2 and 10 ppm, respectively (Fig. 2D).

### Effect of diacetyl and 2,3-pentanedione on cilia biogenesis

To further investigate the effect of flavoring chemicals on cilia biogenesis, we exposed ALI-cultured NHBE cells to diacetyl or 2,3-pentanedione for 48 h and performed β-tubulin IV immunofluorescence staining for ciliated cells. The number of ciliated cells was normalized to the number of total cells in the field of view. Fig. 3A shows DAPI nuclei staining, β-tubulin IV staining, and the merged images, respectively. As shown in Fig. 3A and B, the number of ciliated cells was significantly decreased by diacetyl and 2,3-pentanedione treatment, suggesting that both flavoring chemicals may target ciliated cells disrupting cilia biogenesis. To test whether flavoring chemicals affect other cell types in the epithelium, we stained for MUC5AC, which is a marker for goblet cells, another major cell type in lung epithelium. Either diacetyl or 2,3-pentanedione did not affect the number of goblet cells after 48-h exposure (Fig. 3C and D), suggesting that ciliated cells may be more susceptible to the effect of flavoring chemicals than goblet cells.

**Figure 3:**
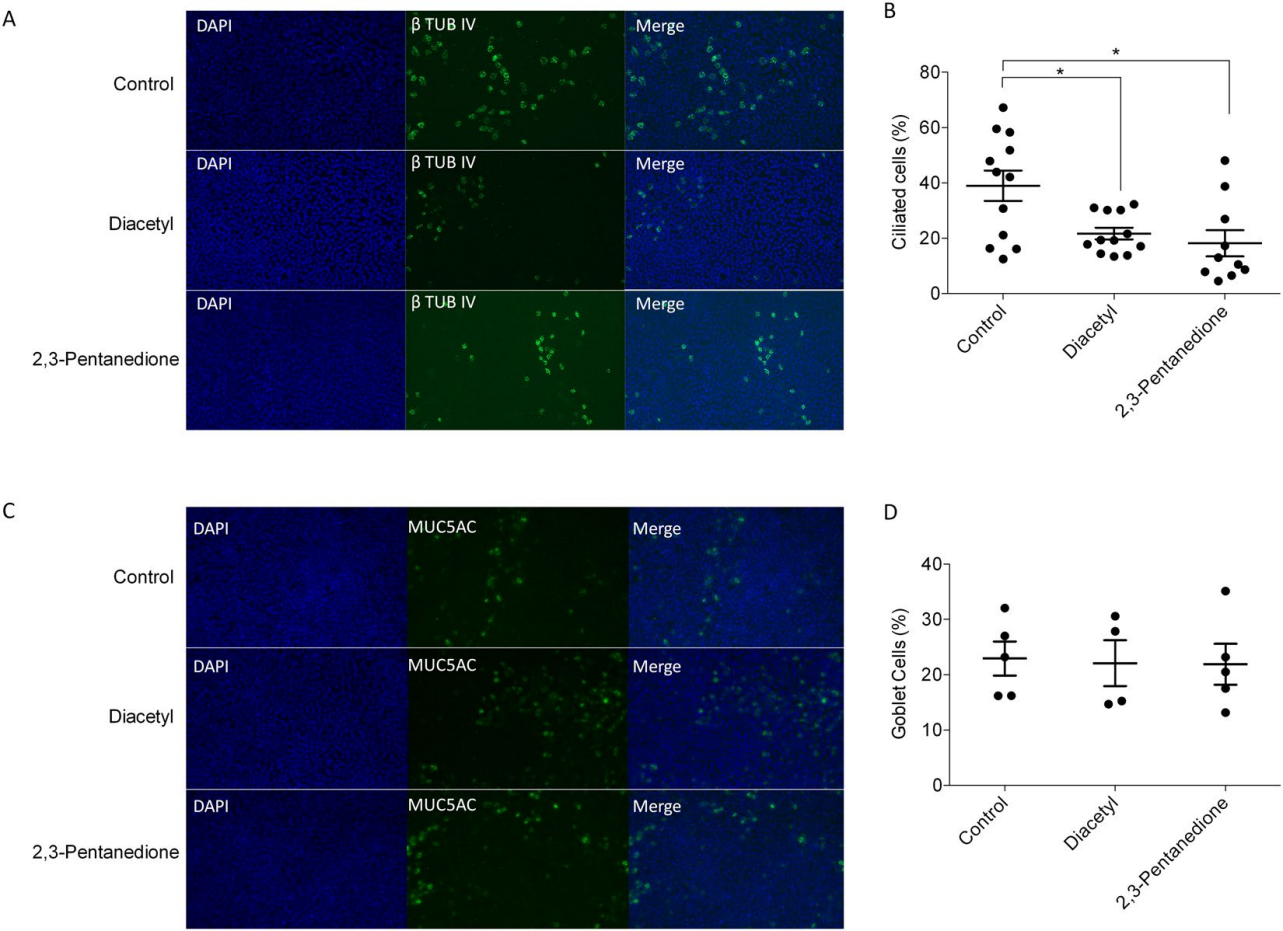
Immunofluorescence staining. NHBE cells at ALI day 14 were exposed to diacetyl (25 ppm) or 2,3-pentanedione (100 ppm) for 48 h and stained for β-tubulin IV (a marker for ciliated cells) or MUC5AC (a marker for goblet cells). (**A**) The first panel shows nuclei visualized by DAPI staining. The second panel shows ciliated cells stained for β-tubulin IV. Representative images are shown. (**B**) The number of ciliated cells was normalized to the number of total cells in the field of view. Each dot represents a single image. *P < 0.05 compared to control. N = 1–3 subjects. (**C**) The first panel shows nuclei visualized by DAPI staining. The second panel shows goblet cells stained for MUC5AC. Representative images are shown. (**D**) The number of goblet cells was normalized to the number of total cells in the field of view. Each dot represents a single image. *P < 0.05 compared to control. N = 3 subjects.

## Discussion

The use of e-cig has outpaced the scientific studies examining the potential effects of e-cig and its chemical components. Although chemicals such as diacetyl and its substitute 2,3-pentanedione are frequently used and found in commercial e-cig products to add flavor, little is known about how these flavoring chemicals may impair lung function, in particular that of the airway epithelium, which is the first line of defense in the lung and is the direct target of the chemicals. Here we show that both diacetyl and 2,3-pentanedione induce significant transcriptomic changes, including those related to ciliogenesis, and decrease the number of ciliated cells, potentially impairing the cilia function of primary human airway epithelial cells. These data suggest that 2,3-pentanedione may not be a safe replacement of diacetyl, but may have similar characteristics to that of diacetyl, a flavoring compound associated with the development of “popcorn lung”^23^. Therefore, this study calls for strict assessment of potential toxicity of 2,3-pentanedione as well as diacetyl.

We identified that both diacetyl and 2,3-pentanedione led to significant transcriptomic changes related to ciliogenesis in primary human airway epithelial cells, which may impair the cilia function. Ciliated cells are predominant within human airways constituting 50%–80% of airway epithelial lining and play an important role in the mucociliary transport^34–36^. Cilia function can be modulated by ciliary beating, the length of the cilia, the ratio of ciliated to non-ciliated areas, the structure and orientation of cilia, mucus lining of the epithelium, and exposure to endogenous and exogenous factors^37–48^. Impaired cilia function has been associated with lung diseases such as COPD and asthma^34,37,49–52^. Our study has shown that exposure to flavoring chemicals leads to decreased number of ciliated cells with concomitant down-regulation of cilia-related genes in ALI culture system of NHBE cells *in vitro*, mimicking the *in vivo* airway characteristics with tight junctions and a differentiation state with ciliated, basal, and secretory cells^30,53^. This is consistent with rodent studies showing that diacetyl or 2,3-pentanedione treatment resulted in airway epithelial injury characterized by flattening of cells, loss of microvilli and cilia, and fissure formation^25,27,54^. In addition, the proteomics study by Foster *et al*. (2017) reported down regulation of cilia-related proteins including DNAI1, that was also significantly down-regulated in our study, and a loss of ciliated cells in diacetyl-exposed human airway epithelial cells. Further research is needed to determine the structural-functional regulation of cilium by exposure to flavoring chemicals and how this might relate to the initiation or progression of lung diseases.

In addition to transcriptomic changes related to ciliogenesis, our ontological enrichment analysis reveals that diacetyl and 2,3-pentanedione activate gene sets involved in cytoskeletal structure and function including keratins. Keratins are the typical intermediate filament proteins of epithelia and are important for the mechanical stability and integrity of epithelial cells and tissues. Moreover, some keratins also have regulatory functions and are involved in intracellular signaling pathways including apico-basal polarization, motility, cell size, protein synthesis and membrane traffic and signaling^55,56^. According to our RNA-Seq results, expression of *KRT4, KRT13, KRT14, and KRT16* were upregulated with diacetyl or 2,3-pentanedione treatment (Tables 1 and 2). 

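KRT16, a keratin of activated and squamous cells, had a log2 fold change of 0.63 (standard error 0.16, adjusted p = 0.0540) with diacetyl from edgeR, which did not pass, and of 1.53 (standard error 0.16, adjusted p = 1.01e-05) with 2,3-pentanedione, which did. Of 26 measured genes of squamous differentiation, listed from textbook knowledge, 7 were higher with diacetyl (12 when adjusted over the list alone) and 12 with 2,3-pentanedione (13 higher and 1 lower when adjusted over the list alone), with medians of 0.42 and 0.47. Besides keratins they include SPRR3, a cornified envelope protein, which was at 1.44 (standard error 0.18, adjusted p = 5.37e-05) with 2,3-pentanedione and differed from diacetyl by 1.02 (standard error 0.18, adjusted p = 0.00313). Camera called the list higher with both (adjusted p = 7.65e-11 and 9.78e-10), against adjusted p = 0.143 and 0.172 with an estimated correlation. Of 20 basal cell markers, 4 were higher with diacetyl and none lower (5 when adjusted over the list alone), and 8 were higher and 3 lower with 2,3-pentanedione (9 and 4 when adjusted over the list alone). NGFR, a receptor of basal cells, rose with 2,3-pentanedione (0.99, standard error 0.16, adjusted p = 3.05e-04), as did ITGB4, which anchors them to the basement membrane (0.55, standard error 0.078, adjusted p = 1.32e-04). Camera's calls on this list (adjusted p = 0.00244 and 0.0228) had adjusted p = 0.303 and 0.367 with an estimated correlation. The 7 squamous genes higher with diacetyl were 3 without control replicate 1, 2 without diacetyl replicate 1 and 4 without either pentanedione replicate, and the 4 basal markers were 0 without diacetyl replicate 1, 1 without diacetyl replicate 2 and 2 without control replicate 1 or either pentanedione replicate. KRT16 passed with diacetyl without control replicate 2 (adjusted p = 0.00427) and without e-cig replicate 1 (0.0394) or 2 (0.0390), and over the settings tried its adjusted p ranged from 0.00181 to 0.305.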

Although the role of these keratins in lung diseases is not clear, further studies are necessary to evaluate their involvement on toxicity of flavoring chemicals in lung epithelium. Additionally, the interplay between cytoskeleton and ciliary function should be taken into consideration in future investigations because microtubule cytoskeletons of the cilium play critical roles in the regulation of cilium structure and function^44,57–62^.

Among the top 10 overlapping genes in the two flavoring chemicals, qPCR validated down-regulation of *PAPSS2* (3′phosphoadenosinse 5-phosphosulfate synthase 2), *MIR205HG* (MIR205 Host Gene), and *SORCS2* (Sortilin Related VPS10 Domain Containing Receptor 2), which do not belong to cilia or cytoskeleton pathways. As the first line of defense in the lung, bronchial epithelium metabolizes foreign compounds to facilitate the elimination of the foreign substance by a set of broad specificity enzymes capable of introducing new functional groups (Phase I reactions), or conjugating with charged molecules, to increase its water solubility (Phase II reactions)^63^. PAPSS mediates the synthesis of PAPS that is the universal sulfate donor for Phase II sulfation reaction^64^. Downregulation of *PAPSS* may lead to deficit in available sulfate donors and interfere with sulfation reactions. Therefore, exposure to the flavoring compounds may impair detoxifications of xenobiotics in the lung epithelium increasing susceptibility to toxicant exposure in the lung. In addition, previous studies reported the potential involvement of *PAPSS2* in lung carcinoma, showing that *PAPSS2* was down-regulated in in squamous cell lung carcinoma compared to normal lung tissues^65^. Similarly, miR-205 expression was down-regulated in lung cancer cell lines whereas its overexpression promoted an epithelial phenotype and inhibited tumor cell migration and metastasis formation in lung cancer models^66–68^. Furthermore, genetic polymorphisms of *SORCS2* have been associated with decreased survival in non-small cell lung cancer patients^69^. Although the present study implicates that exposure to flavoring chemical may impact airway epithelium through multiple mechanisms including the impaired cilia and cytoskeleton function and compromised detoxifications, further study is warranted on how these mechanisms alone or in combination may contribute to lung diseases such as bronchiolitis obliterans, lung cancer, COPD, and asthma.

Although this is the first whole transcriptomic profiling in NHBE cells exposed to flavoring chemicals, there are a few limitations. First, mechanisms through which flavoring chemicals impact ciliogenesis in lung airway epithelium are still unknown. It has been reported that α-dicarbonyl compounds including diacetyl and 2,3-pentanedione are highly reactive to cause protein cross-links^70^. We suggest that protein cross-linking or modifications by these flavoring chemicals may lead to inactivation of protein activities and disruption of protein-protein interactions, ultimately resulting in the dysregulation of signal-transduction pathways such as ciliogenesis. Studies on the transcription factors including Forkhead box J1 (FOXJ1), which regulate cilia pathways^71^, will further elucidate the mechanisms of adverse impacts by flavoring chemicals in lung epithelium. Second, the concentrations of flavoring chemicals in this study are much higher than the occupational limits for diacetyl and 2,3-pentanedione that are ranging from 5–10 ppb^17^. However, our study may be more relevant to acute exposure than chronic exposure because the popcorn workers had been exposed to diacetyl 2–40 ppm (up to 100 ppm)^72^ and it is suggested that the peak diacetyl exposure is a greater hazard than the time-weighted-average diacetyl exposure^27^. Third, NHBE cells were exposed to aqueous solution of flavoring chemicals that may not reflect real human exposure to e-cig. Further study using vapor exposure system will be warranted to confirm the results from this study^32,73^. Additionally, measuring concentrations of these chemicals in the medium overtime would be helpful to assess the actual concentration of these volatile chemicals in the medium. Last, we focused our investigation on diacetyl and 2,3-pentanedione because of our prior research from 2016 showing that these flavor chemicals are commonly found in e-cig^17^. However, it is possible that e-cig manufacturers have changed formulations since that time. This information can be difficult to confirm without constant lab testing because information on the exact flavoring formulation is not readily available in many cases. For example, one large e-cig producer lists on their website all of the ingredients in the products, but only uses the generic term ‘Flavors’ to describe the flavoring chemicals. Another lists ‘natural and artificial flavors’ on its package without listing specific ingredients. At least one large e-cig producer states on their website that they do not use diacetyl or 2,3-pentanedione, but they do not disclose what chemicals they are using to flavor their products. This is a critical information gap considering that, in addition to diacetyl and 2,3-pentanedione, there are additional 25 “High Priority” flavoring chemicals, according to a report on respiratory health concerns of flavoring chemicals produced by a flavoring chemical trade group^74^.

## Conclusions

Our findings reveal that two flavoring chemicals commonly found in e-cig, diacetyl and 2,3-pentanedione, induce similar transcriptional changes and affect biological pathways related to cellular morphology/integrity and cilium in NHBE cells. We further showed that exposure to diacetyl or 2,3-pentanedione down-regulated expression of cilia-related genes and decreased the number of ciliated cells. Because of the associations of diacetyl inhalation exposure and severe respiratory diseases and increasing popularity of e-cig use among people, further mechanistic studies are warranted to evaluate the effects of diacetyl and related flavoring compounds in e-cig on airway epithelium.

## Methods

### Cell culture and exposure

Normal Human Bronchial Epithelial (NHBE) cells were gifted from Marsico Lung Institute/Cystic Fibrosis Center at the University of North Carolina, Chapel Hill (Chapel Hill, NC) and were cultured as previously described^75^. Cells at passage 2 were transferred to microporous polyester inserts (0.4 mm pore size, Transwell-Clear; Corning Costar, Corning, NY) and fed with a 1:1 mixture of BEBM and Dulbecco’s Modification of Eagle’s Media (DMEM; Mediatech,Herndon, VA) supplemented with the same components detailed above and as previously described. Media was applied apically and basally until the cells were confluent and then basally after an air–liquid interface (ALI) was established. Cells were cultured at ALI for 14 days to promote relatively stable expression of goblet and ciliated cells before exposure to e-cig chemicals or mixture. Diacetyl and 2,3-pentanedione were diluted into culture medium, then mature, well-differentiated monolayers of cells were then exposed to control (medium), diacetyl (Sigma), or 2,3-pentanedione (Sigma) on the apical side for 24 h (n = 3 subjects, each treatment was performed in duplicate). Total RNA samples for RNA-Seq were isolated using miRNeasy kit (Qiagen).

### RNA-Seq Library Preparation and Sequencing

Polyadenylated mRNAs were selected from total RNA samples using oligo-dT-conjugated magnetic beads on an Apollo324 automated workstation (PrepX PolyA mRNA isolation kit, Takara Bio USA). Entire poly-adenylated RNA samples were immediately converted into stranded Illumina sequencing libraries using 200 bp fragmentation and sequential adapter addition on an Apollo324 automated workstation following manufacturer’s specifications (PrepX RNA-Seq for Illumina Library kit, Takara Bio USA). Libraries were enriched and indexed using 12 cycles of amplification (LongAmp Taq 2x MasterMix, New England BioLabs Inc.) with PCR primers which include a 6 bp index sequence to allow for multiplexing (custom oligo order from Integrated DNA Technologies). Excess PCR reagents were removed using magnetic bead-based cleanup on an Apollo324 automated workstation (PCR Clean DX beads, Aline Biosciences). Resulting libraries were assessed using a 2200 TapeStation (Agilent Technologies) and quantified by QPCR (Kapa Biosystems). Libraries were pooled and sequenced on one lane of a HiSeq2500 high output v3 flow cell using single end, 50 bp reads (Illumina).

### RNA-Seq Data Analysis

Taffeta scripts (https://github.com/blancahimes/taffeta) were used to analyze the RNA-Seq data, which included trimming of adapters using trimmomatic (v.0.32)^76^ and using FastQC (v.0.11.2) to obtain overall QC metrics. Trimmed reads for each sample were aligned with STAR (v. 2.5.2b) to the reference homo sapiens build 38 UCSC file (hg38) genome obtained from the Illumina, Inc. iGenomes resource^77^. Additional QC parameters were obtained to assess whether reads were appropriately mapped. Bamtools (v.2.3.0)^78^ was used to count/summarize the number of mapped reads, including junction spanning reads. The Picard Tools (v.1.96; http://picard.sourceforge.net) RnaSeqMetrics function was used to compute the number of bases assigned to various classes of RNA, according to the hg38 refFlat file available as a UCSC Genome Table. For each sample, HTSeq (v.0.6.1) was used to quantify genes based on reads that mapped to the provided hg38 reference files^79^. The DESeq2R package (v. 1.12.4) was used to measure significance of differentially expressed genes between the exposed (N = 4) and control (N = 4) samples and create plots of the results^80^. The reported adjusted p-values are false-discovery rate corrected to 5% according to the procedure in DESeq2 that accounts for the large number of comparisons made. An adjusted p-value < 0.05 was considered significant. The NIH Database for Annotation, Visualization and Integrated Discovery (DAVID) was used to perform gene functional annotation clustering using Homo Sapiens as background, and default options and annotation categories (Disease: OMIM_DISEASE; Functional Categories: COG_ONTOLOGY, SP_PIR_KEYWORDS, UP_SEQ_FEATURE; Gene_Ontology: GOTERM_BP_FAT, GOTERM_CC_FAT, GOTERM_MF_FAT; Pathway: BBID, BIOCARTA, KEGG_PATHWAY; Protein_Domains: INTERPRO, PIR_SUPERFAMILY, SMART)^81^.

### qPT-PCR validation

RNA was reverse transcribed using iScript cDNA Synthesis kit (Biorad). The resulting cDNA was amplified using 2x SYBR mix (Qiagen) and 1 μM of each primer in a StepOne Plus Thermocycler (Applied Biosystems) in Quantitative Reverse Transcriptase Polymerase Chain Reaction (qRT-PCR). Melt curves were checked for single-length amplification products. Fold changes were calculated using the 2-ΔΔCt method^82^. GAPDH was the housekeeping gene used for normalization in all qPCR assays. All primers used in this study and their respective sources or design are listed in Supplementary Table S7.

### Immunofluorescence staining

Immunofluorescence staining on ALI-cultured NHBE cells was performed as described previously with some modifications^83^. First, cells were fixed using 4% paraformaldehyde. Then, cells were blocked with PBS supplemented with 5% BSA and 0.2% Triton X-100 for 1 hour at room temperature. Primary antibody incubation was performed overnight at 4C in PBS supplemented with 1% BSA and 0.2% Triton X-100 using anti-β-tubulin IV (Sigma) or anti-MUC5AC (Thermo) at 1:100 dilution. Secondary antibodies conjugated with Alexa-fluor 488 (Life Technologies) were used at 1: 100 dilution. 4′-6-Diamidino-2-phenylindole, dihydrochloride was used to label the nuclear DNA and samples were mounted with Vectashield antifade mounting medium (Vector Labs, Burlingame, Calif). Confocal images were taken using Zeiss AxioObserver Z1 or Leica STP8000 and processed using ImageJ.

### Statistical analysis

Statistical analysis was performed with SigmaStat 4.0 (San Jose, CA 95131, USA). Data were analyzed by either t-test or one-way analysis of variance (ANOVA). If significant effects were detected, the ANOVA was followed by Holm-Sidak post hoc comparison of means. A P < 0.05 was considered statistically different. Data were expressed as means ± SEM.

## Supplementary information

Supplementary information

# Supplementary material for: Transcriptomic response of primary human airway epithelial cells to flavoring chemicals in electronic cigarettes
**Source:** Sci Rep. 2019 Feb 1;9:1400. doi: 10.1038/s41598-018-37913-9
**Supplement:** Supplementary file 1 — Supplementary information

**Transcriptomic response of primary human airway epithelial cells to flavoring chemicals in electronic cigarettes**

Hae-Ryung Park^1^, Michael O’Sullivan^1^, Jose Vallarino^1^, Maya Shumyatcher^2^, Blanca E. Himes^2^, Jin-Ah Park^1^, David C. Christiani^1^, Joseph Allen^1,*^, and Quan Lu^1,3*^

**Supplementary Figure 1**. Cytotoxicity of diacetyl and 2,3-pentanedione in NHBE cells.

**Supplementary Table 1**. Differentially regulated genes with 25 ppm diacetyl treatment in NHBE cells.

| Diacetyl vs control | | |
| --- | --- | --- |
| Gene | Fold Change | Padj |
| *PAPSS2* | 0.51 | 2.68E-25 |
| *CDC20B* | 0.56 | 1.01E-16 |
| *MIR205HG* | 0.62 | 2.13E-08 |
| *MACROD2* | 0.62 | 0.0002 |
| *SORCS2* | 0.62 | 5.79E-07 |
| *TAX1BP3* | 1.48 | 0.0018 |
| *DHRS9* | 1.52 | 4.04E-10 |
| *SNHG14* | 1.52 | 4.16E-06 |
| *KRT13* | 1.59 | 4.87E-08 |
| *KRT4* | 1.80 | 2.70E-19 |

**Supplementary Table 2**. Differentially regulated genes with 100 ppm 2,3-pentanedione treatment in NHBE cells.

| 2,3-Pentanedionel vs control | | |
| --- | --- | --- |
| Gene | Fold Change | Padj |
| *CSF3* | 0.24 | 1.46E-15 |
| *IL33* | 0.25 | 2.44E-48 |
| *PAPSS2* | 0.29 | 1.16E-81 |
| *PTGS2* | 0.30 | 1.15E-48 |
| *CPXM2* | 0.32 | 4.20E-12 |
| *KRT14* | 2.14 | 8.12E-10 |
| *SCGB1A1* | 2.21 | 1.14E-24 |
| *KRT16* | 2.44 | 4.78E-11 |
| *GPX2* | 2.60 | 1.65E-13 |
| *KRT4* | 2.96 | 2.10E-72 |

**Supplementary Table 3**. Enriched terms in the gene list differentially regulated by diacetyl.

| **Annotation Cluster 1** | **Enrichment Score: 4.600** | | | |
| --- | --- | --- | --- | --- |
| Category | Term | Genes | Fold Enrichment | Benjamini |
| UP_KEYWORDS | Cell projection | CFAP126, S100P, DNAH12, DRC3, B9D1, WASF2, DNAH3, CFAP221, SPAG17, EPHA2, CFAP52, DNAH6, CFAP70, PROM1, TENM4, CFAP43, DNAI1, TEKT1, DNAAF1, CC2D2A | 3.683 | 4.60E-04 |
| UP_KEYWORDS | Cilium | CFAP70, PROM1, DNAH12, DNAI1, TEKT1, DNAAF1, CC2D2A, DNAH3, CFAP221, SPAG17, DNAH6 | 7.056 | 4.34E-04 |
| UP_KEYWORDS | Cytoskeleton | PPP4R3A, CFAP126, DNAH12, DRC3, B9D1, WASF2, DNAH3, CFAP221, CCDC146, SPAG17, FLNA, DNAH6, DNAI1, TEKT1, DMD, DNAAF1, CC2D2A, CCDC78, SEPT9 | 2.217 | 0.062 |
| **Annotation Cluster 2** | **Enrichment Score: 3.402** | | | |
| Category | Term | Genes | Fold Enrichment | Benjamini |
| INTERPRO | IPR018039:Intermediate filament protein, conserved site | KRT19, KRT5, KRT15, KRT8, KRT14, KRT13, KRT4 | 14.195 | 0.003 |
| UP_SEQ_FEATURE | region of interest:Coil 2 | KRT19, KRT5, KRT15, KRT8, KRT14, KRT13, KRT4 | 13.325 | 0.011 |
| UP_SEQ_FEATURE | region of interest:Linker 12 | KRT19, KRT5, KRT15, KRT8, KRT14, KRT13, KRT4 | 13.325 | 0.011 |
| UP_SEQ_FEATURE | region of interest:Linker 1 | KRT19, KRT5, KRT15, KRT8, KRT14, KRT13, KRT4 | 12.244 | 0.009 |
| UP_SEQ_FEATURE | region of interest:Coil 1A | KRT19, KRT5, KRT15, KRT8, KRT14, KRT13, KRT4 | 12.244 | 0.009 |
| UP_SEQ_FEATURE | region of interest:Coil 1B | KRT19, KRT5, KRT15, KRT8, KRT14, KRT13, KRT4 | 12.244 | 0.009 |
| UP_SEQ_FEATURE | region of interest:Rod | KRT19, KRT5, KRT15, KRT8, KRT14, KRT13, KRT4 | 12.081 | 0.006 |
| UP_KEYWORDS | Intermediate filament | KRT19, KRT5, KRT15, KRT8, KRT14, KRT13, KRT4 | 12.071 | 0.002 |
| UP_SEQ_FEATURE | region of interest:Head | KRT19, KRT5, KRT15, KRT8, KRT14, KRT13, KRT4 | 11.767 | 0.005 |
| INTERPRO | IPR001664:Intermediate filament protein | KRT19, KRT5, KRT15, KRT8, KRT14, KRT13, KRT4 | 11.647 | 0.005 |
| SMART | SM01391:SM01391 | KRT19, KRT5, KRT15, KRT8, KRT14, KRT13, KRT4 | 10.915 | 0.004 |
| INTERPRO | IPR009053:Prefoldin | KRT19, KRT15, KRT8, KRT14, LAMB1 | 24.958 | 0.005 |
| UP_SEQ_FEATURE | site:Stutter | KRT19, KRT5, KRT8, KRT14, KRT4 | 17.978 | 0.025 |
| GOTERM_CC_DIRECT | GO:0005882~intermediate filament | KRT19, KRT5, KRT15, KRT8, KRT14, KRT13, KRT4 | 8.007 | 0.012 |
| UP_SEQ_FEATURE | region of interest:Tail | KRT5, KRT15, KRT8, KRT14, KRT13, KRT4 | 9.831 | 0.045 |
| GOTERM_MF_DIRECT | GO:0005198~structural molecule activity | LAMA2, KRT19, KRT5, KRT15, KRT8, KRT14, KRT13, KRT4, LAMB1 | 4.768 | 0.139 |
| UP_KEYWORDS | Keratin | KRT19, KRT5, KRT15, KRT8, KRT14, KRT13, KRT4 | 6.075 | 0.040 |
| INTERPRO | IPR002957:Keratin, type I | KRT19, KRT15, KRT14, KRT13 | 15.731 | 0.162 |
| GOTERM_CC_DIRECT | GO:0045095~keratin filament | KRT5, KRT8, KRT14, KRT13, KRT4 | 6.462 | 0.132 |
| GOTERM_MF_DIRECT | GO:0005200~structural constituent of cytoskeleton | KRT19, KRT5, DMD, KRT15, KRT14 | 5.948 | 0.463 |
| INTERPRO | IPR003054:Type II keratin | KRT5, KRT8, KRT4 | 13.905 | 0.531 |
| GOTERM_BP_DIRECT | GO:0007010~cytoskeleton organization | KRT5, DMD, KRT15, KRT13, KRT4 | 4.106 | 0.858 |
| GOTERM_MF_DIRECT | GO:0097110~scaffold protein binding | KRT5, KRT15, KRT8 | 8.179 | 0.850 |
| UP_SEQ_FEATURE | compositionally biased region:Gly-rich | KRT5, KRT15, KRT13, KRT4 | 2.055 | 1.000 |
| UP_SEQ_FEATURE | compositionally biased region:Ser-rich | KIAA1522, KRT5, KRT8, KRT4, TPBG | 1.468 | 1.000 |
| **Annotation Cluster 3** | **Enrichment Score: 2.321** | | | |
| Category | Term | Genes | Fold Enrichment | Benjamini |
| UP_KEYWORDS | Cilium biogenesis/degradation | CFAP126, DNAI1, B9D1, CC2D2A, CFAP221, FLNA, SPAG17, CCDC78 | 7.177 | 0.007 |
| GOTERM_BP_DIRECT | GO:0060271~cilium morphogenesis | NOTCH1, B9D1, DNAAF1, CC2D2A, CFAP221, FLNA | 5.833 | 0.467 |
| GOTERM_BP_DIRECT | GO:0042384~cilium assembly | B9D1, CC2D2A, FLNA | 3.199 | 0.998 |

**Supplementary Table 4**. Enriched terms in the gene list differentially regulated by 2,3-pentanedione.

**Supplementary Table 5**. Enriched terms in the gene list differentially regulated by both diacetyl and 2,3-pentanedione.

**Supplementary Table 6**. Expression of cilia-related genes from NHBE cells exposed to diacetyl or 2,3-pentanedione.

| **Gene** | **Diacetyl** | | **2,3-Pentanedione** | |
| --- | --- | --- | --- | --- |
|  | **Fold Change** | **Padj** | **Fold Change** | **Padj** |
| *TEKT1* | 0.76 | 1.29E-03 | 0.75 | 4.05E-03 |
| *CFAP70* | 0.70 | 1.22E-03 | 0.38 | 1.26E-25 |
| *PROM1* | 0.79 | 7.03E-03 | 0.60 | 1.57E-16 |
| *DNAH12* | 0.65 | 7.07E-05 | 0.43 | 1.88E-22 |
| *DNAI1* | 0.75 | 0.03 | 0.61 | 1.16E-05 |
| *DNAH3* | 0.75 | 9.67E-03 | 0.62 | 4.04E-07 |
| *DNAAF1* | 0.77 | 0.01 | 0.62 | 1.08E-07 |
| *CC2D2A* | 0.77 | 0.03 | 0.71 | 4.78E-04 |
| *CFAP221* | 0.66 | 8.03E-04 | 0.59 | 2.16E-05 |
| *SPAG17* | 0.65 | 1.12E-04 | 0.45 | 7.89E-12 |
| *DNAH6* | 0.73 | 9.70E-03 | 0.48 | 9.77E-18 |

**Supplementary Table 7**. Primer sequences for qPCR validation.

| **Gene** | **Forward Primer (5'-3')** | **Reverse Primer (5'-3')** |
| --- | --- | --- |
| ***ALDH1A3*** | TGAATGGCACGAATCCAAGAG | CACGTCGGGCTTATCTCCT |
| ***CC2D2A*** | AAGATTCAACAGCACCGTCTCT | GGGATGGGTCCCTTAAGAAACTT |
| ***CCDC14*** | ATCTTCAGGAAGGCACACTGG | TCAGAATGGATGGAATAGCCAGAAT |
| ***CCL20*** | AAAAACCATGTGCTGTACCAAGAG | AAAGTTGCTTGCTGCTTCTGATT |
| ***CCNL2*** | GTGCTTCTTGTTAATCCTCTGTCG | GGGACAAAATTCAAGTCAAGACAGT |
| ***CDC20B*** | GATGCTGTGGGAAAGTATCATGC | ACGTTGGCGGAATCTTGACT |
| ***CFAP70*** | AATTCTCTGCTGTCCAAACAAGC | TTATACTAGGTGCCTGCACATCC |
| ***CPXM2*** | GGCCCGTGAAGATGTCAGAG | CACCACGCTCCGTCATAAAAA |
| ***CSF3*** | CTTGTGGCCTATAACTCAGCC | CCCACTCAATCACATAGCCCT |
| ***CXCL6*** | GTTGAGGGAGGTATCCTGTTGTT | GGTATGACACACCCAGTGTTCT |
| ***DHRS9*** | TTCAATGACAGCTTAAGACGGGA | CTTTACTGGATCTGCCAAGTTTGTT |
| ***DNAAF1*** | CCTTGACCTTTCGCACAACAA | CAAATTCAGTACACGCAAATCGG |
| ***DNAH12*** | TCCCAGAAAACATAGGCGTTG | AGAGGTGTTCTTTTACCCAGTGT |
| ***DNAH3*** | CAGATCGCCAAAAGTGACTCC | GTTCCTCATTAGCAGAAGCAGG |
| ***DNAI1*** | GTTGACCGATGCGGAGTTAAA | ACCTGACAATGTTCTGGGGTG |
| ***GAPDH*** | ACAACTTTGGTATCGTGGAAGG | GCCATCACGCCACAGTTTC |
| ***GPX2*** | GGTAGATTTCAATACGTTCCGGG | TGACAGTTCTCCTGATGTCCAAA |
| ***IL33*** | TGAATCAGGTGACGGTGTTGAT | GGTCTGGCAGTGGTTTTTCAC |
| ***KRT13*** | GAGATGGAGTGCCAGAACCAA | TGAGGAAGGGAAACCAATCATCTT |
| ***KRT14*** | TGAGCCGCATTCTGAACGAG | GATGACTGCGATCCAGAGGA |
| ***KRT16*** | GACCGGCGGAGATGTGAAC | CTGCTCGTACTGGTCACGC |
| ***KRT4*** | ACATCAAGAAGCAGTGCCAGA | TGTGGGCATCTTTAAGGGCAT |
| ***MACROD2*** | GAGACTATATTCCCCTGAACAGCAT | GGCATTTGCGGCATTGACTAT |
| ***MIR205HG*** | ATCTCTCAAGTACCCATCTTGGA | GGCCTCATGGTTGTCAGCTC |
| ***PAPSS2*** | CCTGCTAGATGATGGCGTGAT | CCAGGACAAACTTGCTGCAC |
| ***PROM1*** | AGTCGGAAACTGGCAGATAGC | GGTAGTGTTGTACTGGGCCAAT |
| ***PTGS2*** | TCCACCAACTTACAATGCTGACTA | CAGGAAGCTGCTTTTTACCTTTGA |
| ***PTHLH*** | CGACACACGCACTTGAAACTT | TCGGGACCTCCTCTGGTG |
| ***SNHG14*** | TGGATGAGGGTGATGCCTATTAAG | CCCCCGGGTCATGAAAACA |
| ***SORCS2*** | GGCGGTAGTGGTGCTGTT | GGCCGTTTCCTTTTGAACTTGTA |
| ***SPAG17*** | CAGTATGGTGTCGTGGCAAGA | GAGCATTACCACCTACAGGTTTT |
| ***TAX1BP3*** | CTGCGTCAAGGTGAGAACTTAATC | TCAGACACCCGTGTGACATAAAT |
| ***TEKT1*** | CTGCTGACCCGTACCTTGG | TGGTGAGTTGTTGTTGAGCGA |

How the deposited data were processed for this re-analysis (not part of the article)

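RNA of NHBE cells grown at ALI was sequenced in 8 libraries, 2 each of vehicle control, diacetyl at 25 ppm, 2,3-pentanedione at 100 ppm and an e-cig solution that held diacetyl at 2 ppm, after 24 h. The authors trimmed the reads, aligned them with STAR, counted reads per gene with HTSeq and tested each treatment against control with DESeq2. The count table holds whole read counts for 65435 genes. The log2 fold changes in the authors' deposited tables were made by the authors with DESeq2 for each exposed group against control. The score values there, Wald statistics and standard errors of the log2 fold changes, were made by the authors in the same DESeq2 runs, as were p-values, adjusted p-values and mean normalized counts. The paper names GRCh37 in its Results and hg38 in its Methods. The gene identifiers were matched to GENCODE 44 on GRCh38, which held 55879 of them, and coordinates printed here are on GRCh38. The copies of 49 genes in the pseudoautosomal region of Y were dropped. The strand setting of the counting is not stated.

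Totals over genes were 18307919 and 18663465 in the controls, 18304013 and 18792191 with diacetyl, 18169424 and 17236936 with 2,3-pentanedione and 19210481 and 20499088 with the e-cig solution. TMM factors ranged from 0.974 to 1.02. In simulated data of this size, 1.5-fold changes were recovered for 62.8% of genes with diacetyl, 63.4% with 2,3-pentanedione and 56.4% with the e-cig solution. For 2-fold changes the shares were 83.2%, 79.2% and 81.0%. Of the calls, 5.56%, 6.12% and 6.14% were false. The simulated genes varied independently, 200 were changed and no trend on GC content was put in. These rates hold for such counts and may be better than in the libraries.

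Differential expression was tested with edgeR 4.0.16 (quasi-likelihood F-test, TMM, filterByExpr, all 8 libraries, condition as the only term) in R 4.3.3. Each treatment was compared with control and 2,3-pentanedione with diacetyl. P-values were adjusted by Benjamini and Hochberg over the 15771 genes tested, with a threshold of 0.05. Standard errors were computed as the log2 fold change divided by the square root of F, and CPM use TMM-scaled library sizes. Gene lists were tested with camera (inter-gene correlation preset at 0.01), with camera on an estimated correlation, with fry (limma 3.58.1) and with Fisher's exact test of calls in R, adjusted over the 34 lists written from textbook knowledge. Counts of members passing are given over all genes tested and adjusted over the list alone. Another 14 lists were copied from the paper. These lists, the rule for named genes, the comparisons and all alternatives but 2 were set before the data were examined. Named genes are all that the paper names, the 10 with the largest change each way among genes past the threshold with a mean of at least 1 CPM and libraries of both groups apart, and up to 4 members per list. The values in the paper's tables had been seen.

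The alternatives were size factors of DESeq2 in edgeR, library size alone, DESeq2 1.42.0 on all libraries and on the compared groups with shrunken fold changes, limma-voom, edgeR on the compared groups alone, no filter, a filter at a mean count of 50, each library left out, a trend on transcript length and GC content removed with splines of 5 degrees of freedom, a threshold of 0.01, and 1 control library per comparison. The authors' p-values, adjusted over the genes tested, and separate control libraries for 2,3-pentanedione and the e-cig solution were added after the data were seen. Correlations of fold changes were compared with 20 simulations of unchanged groups that share controls and have the same spread per gene. Genes of the Y chromosome and XIST are not reported. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

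The labels describe cells pooled from donors, cultured in duplicate. The tests measure the spread between cultures of this pool, and no donor can be told from another. The qRT-PCR, cytotoxicity and immunofluorescence results were not analysed.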

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

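The tests on GC content of calls were chosen after the result was seen.

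The e-cig solution, whose libraries the paper does not discuss, changed 332 genes against the control of the flavoring chemicals (223 higher and 109 lower at an adjusted p under 0.05 from edgeR). No library held this solution without diacetyl, so its other ingredients cannot be told apart from diacetyl. Targets of the aryl hydrocarbon receptor rose, 5 of 7 (5 when adjusted over the list alone), with a median log2 fold change of 0.53. CYP1A1, which oxidizes polycyclic compounds, went from 43.6 ± 5.95 CPM (mean ± SD, n = 2) to 307 ± 17.5 (2.82, standard error 0.12, adjusted p = 1.15e-09), and CYP1B1, of the same family, had 1.37 (standard error 0.098, adjusted p = 1.33e-06). Camera called the list with adjusted p = 7.19e-38, and with 0.00592 with an estimated correlation. Without e-cig replicate 1, the 332 genes were 218 and the 5 targets 3. With library size alone, 159 genes were higher and 168 lower. The e-cig libraries lay apart on the second principal component, replicate 1 at -25.6 and replicate 2 at -3.59, and so did the controls, at 13.9 and -2.46.

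Cytokines and NF-kB targets, lower with both flavoring chemicals, were higher with the e-cig solution, 14 of 27 (23 higher and 1 lower when adjusted over the list alone), with a median of 0.75. CSF3 (2.27, standard error 0.22, adjusted p = 4.75e-05), CCL20 (1.38, standard error 0.15, adjusted p = 1.46e-04) and SOD2, a mitochondrial superoxide dismutase (0.75, standard error 0.098, adjusted p = 6.68e-04), rose. Camera gave adjusted p = 5.20e-38, and 0.142 with an estimated correlation. Of 26 NRF2 genes, 11 were higher (18 when adjusted over the list alone), with a median of 0.35 (adjusted p = 5.57e-22, and 0.0493 with an estimated correlation), among them GCLC, of glutathione synthesis (0.60, standard error 0.080, adjusted p = 6.87e-04). Of 42 cytosolic ribosomal proteins, 14 were lower (24 when adjusted over the list alone), with a median of -0.31 (adjusted p = 1.18e-20, and 0.291 with an estimated correlation), RPL30 by -0.77 (standard error 0.092, adjusted p = 2.42e-04). Across all genes, the e-cig fold changes fell with the GC content of the transcript (Spearman rho = -0.156) and rose with its length (rho = 0.142). The ribosomal values are given without that trend removed. The 11 NRF2 genes were 7 without e-cig replicate 1, and the 14 ribosomal genes were 6 without control replicate 2 and 5 without e-cig replicate 2.

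With 2,3-pentanedione, groups of genes outside those the paper discusses changed. Nuclear-retained and splicing-related transcripts fell, 14 of 17, with 1 higher (15 and 1 when adjusted over the list alone) and a median of -0.96 (camera adjusted p = 1.85e-12, and 0.212 with an estimated correlation). CLK4, a splicing kinase, had -1.42 (standard error 0.16, adjusted p = 1.74e-05) and CCNL2, a cyclin of splicing, -1.41 (standard error 0.16, adjusted p = 2.57e-05). Cell cycle genes had a median of -0.86 and NRF2 genes of 0.45. The values of these lists are given without removal of the trend on GC content and length described next.

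The fold changes with 2,3-pentanedione rose with the GC content of the transcript (Spearman rho = 0.388), and the median was -0.16 in the genes of lowest GC content and 0.25 in those of highest. After a trend on GC content and length was removed, 3221 of the 4602 genes were called in the same direction, which argues against the trend as the whole source of these calls. In the direct test of 2,3-pentanedione against diacetyl the trend was steeper (rho = 0.465, medians of -0.18 and 0.22), and 826 of its 2211 genes were called again in the same direction, so for the direct test the trend cannot be told apart from a response that follows GC content. A GC bias that varies between libraries cannot be told apart, since libraries of the same group reached an absolute rho of 0.279 and the groups have 2 libraries each. A response of GC-rich transcripts to 2,3-pentanedione stays open and was not tested apart from this.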

How the results depend on the processing

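The authors' p-values were chosen as a setting after the data were seen. For gene lists, 2281 values kept direction and side of the threshold, 221 lost the call, 26 gained one, 54 moved and 2 reversed. For named genes, the numbers were 27141, 1690, 734, 634 and 1. Where a library was left out, the lone library of its group was assumed to vary like the other groups. No paired analysis was possible because the labels carry no shared replicate numbers. The cause was not tested for any change below, except that a stricter threshold passes fewer genes by construction.

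The 392 diacetyl genes were 180 by DESeq2 on the compared groups, 84 at a threshold of 0.01, 836 with the length and GC trend removed, 810 without a filter, 261 in edgeR on the compared groups and 170 by the authors' p-values (48 to 574 leaving out 1 library). In the same order, the 332 e-cig genes were 200, 138, 582, 647, 116 and 184 (218 to 397). The 4602 pentanedione genes were 2745 by DESeq2 on the compared groups, 2463 at 0.01 and 2765 by the authors' p-values (2101 to 4817). The 2211 genes between the chemicals were 525 at 0.01, 1237 with the trend removed and 3611 in edgeR on the compared groups (83 to 2883).

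The 341 shared genes were 161 by DESeq2 on the compared groups, 77 at 0.01, 721 with the trend removed, 667 without a filter, 153 by the authors' p-values and 173 with control replicate 1 for diacetyl and 2 for 2,3-pentanedione (48 to 490). The correlation of diacetyl with 2,3-pentanedione, 0.678, was 0.533 by DESeq2 on all libraries, 0.526 without a filter and 0.446 and 0.325 with separate controls (0.561 to 0.742). That of diacetyl with the e-cig solution, 0.383, was 0.493, 0.497, 0.0577 and 0.0157 (0.333 to 0.607).

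Of 34 lists, camera called 22 with diacetyl, 24 with 2,3-pentanedione, 25 with the e-cig solution and 15 between the chemicals. With an estimated correlation it called 0, 0, 2 and 0, and fry called 10 with diacetyl, 3 with the e-cig solution and 4 between the chemicals. Leaving out 1 library, the numbers were 19 to 22, 21 to 25, 18 to 25 and 12 to 16.

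Reversed were KRT19 between the chemicals with the trend removed (-0.014), the keratins, e-cig solution, without control replicate 2 (camera adjusted p = 0.861, down to 1.55e-05 over the libraries left out) and the nuclear-retained and splicing-related transcripts, e-cig solution, without e-cig replicate 1 (camera adjusted p = 0.656, down to 3.27e-26). Depth limits genes with few counts, which the filter removes.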

Differences from the paper's values

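The setting with the authors' p-values was chosen after the values were seen, as were the thresholds on the deposited tables.

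The paper gives 4 exposed and 4 control samples per comparison, and the count table holds 2 libraries per group. The paper counts 163 genes changed by diacetyl and 392 passed here. Of the alternatives set before the data were examined, those within 1.5 times of the paper's 163 are DESeq2 on the compared groups (180) and leaving out control replicate 2 (227), diacetyl replicate 2 (115), pentanedione replicate 1 (196) or 2, and the others are not. The authors' p-values, chosen after seeing the values, give 170.

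The paper counts 568 genes changed by 2,3-pentanedione and 4602 passed here. No alternative comes within 1.5 times. DESeq2 on the compared groups gives 2745, leaving out pentanedione replicate 2 gives 2101 and the authors' p-values, chosen after seeing the values, give 2765. The authors' deposited table holds 2853 genes at 0.05, 602 at 1e-04 and 532 at 5e-05, of 6 thresholds tried after seeing the values. Of 112 genes that the paper lists for 2,3-pentanedione, 7 drop out at 1e-04 and 12 at 5e-05.

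The paper counts 142 genes changed by both and 341 were here. DESeq2 on the compared groups (161), control replicate 1 for diacetyl and 2 for 2,3-pentanedione (173) and leaving out control replicate 2 (206), diacetyl replicate 2 (110), pentanedione replicate 1 (162) or 2 (161) come within 1.5 times, and the other alternatives set before the data were examined do not. The authors' p-values, chosen after seeing the values, give 153. The shared part of the diacetyl genes was 87.0%, close to the paper's, but against lists of unlike length. The 2,3-pentanedione list held 4602 genes here, 29.2% of those tested, and 568 in the paper. In the authors' deposited tables, 170 of 190 diacetyl genes were shared at 0.05. With 2,3-pentanedione at 1e-04 or 5e-05, where its lists held 602 or 532 genes, 122 or 117 were shared. The shared part here was lower with a separate control library for each chemical.

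Of 52 fold changes that the paper states, all 52 had the paper's direction here and 4 differed by over 1.5 times. By DESeq2 on the compared groups, with shrunken fold changes, 50 of the 52 came within 0.01 of the paper's. The paper's fold of MACROD2 with diacetyl is 0.62 and it was 0.323 here. The paper's fold of CSF3 with 2,3-pentanedione is 0.24 and it was 0.0656 here. DESeq2 on the compared groups, with shrunken fold changes, gives 0.617 and 0.239, and the other alternatives set before the data were examined differ from the paper for both. The paper's fold of CPXM2 with 2,3-pentanedione is 0.32 and it was 0.210 here, with 0.322 by DESeq2 on the compared groups, 0.233 without control replicate 2 and 0.238 without pentanedione replicate 1, and the other alternatives differ. The authors' deposited folds are 0.322 for MACROD2, 0.0643 for CSF3 and 0.209 for CPXM2. For these genes the printed folds lie near the shrunken ones, and the deposited folds lie near those here. The paper's fold of PTGS2 with diacetyl is 0.30 and it was 0.575 here, and all alternatives set before the data were examined differ (0.513 to 0.632). The authors' deposited table also gives 0.575 with diacetyl. In the paper's Table 3, PTGS2 has the same fold and adjusted p for both chemicals, so the diacetyl entry there repeats that for 2,3-pentanedione.

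The paper lists S100P among changed diacetyl genes, and S100P was at 0.50 (adjusted p = 0.0853) here from edgeR. S100P passes by DESeq2 on the compared groups (0.0108), in edgeR on the compared groups (0.0413), with the length and GC trend removed (0.0146), without a filter (8.96e-06), without e-cig replicate 1 or 2 (0.0175 each) and by the authors' p-values, chosen after seeing the values (0.0159). The paper ranks other genes as most lowered by diacetyl, and CSF3 was lowest here (-2.31), but at -0.22 (adjusted p = 0.223) by DESeq2 on the compared groups with shrunken fold changes. Among its top genes the paper ranks PAPSS2 and CDC20B below MACROD2 with diacetyl and puts CPXM2 last of the lowered genes with 2,3-pentanedione. Here MACROD2 was lowest of the top diacetyl genes (-1.63) and CPXM2 came second after CSF3 (-2.25), and the shrunken fold changes give the paper's order. After its qRT-PCR the paper calls DNAH3 and PROM1 the most lowered cilium genes. By RNA-seq, here as in the paper's own supplementary folds, CFAP70 (-1.47) and DNAH12 (-1.28) were lowest with 2,3-pentanedione. DNAH3 was at -0.50 with diacetyl and -0.71 with 2,3-pentanedione and PROM1 at -0.37 and -0.74.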

Other observations

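Tests on the share of ciliated cells, on length and GC content and on separate controls for 2,3-pentanedione and the e-cig solution were chosen after the result was seen.

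Of 13 club cell markers, 3 were higher and 1 lower with the e-cig solution (4 and 2 when adjusted over the list alone), with a median log2 fold change of 0.13 (camera adjusted p = 3.71e-05, and 0.291 with an estimated correlation). The secretoglobins SCGB1A1 (1.07, standard error 0.11, adjusted p = 7.30e-05) and SCGB3A1 (0.65, standard error 0.088, adjusted p = 7.64e-04) rose, from edgeR. Of 19 genes of cholesterol synthesis, 6 were higher with the e-cig solution (7 when adjusted over the list alone), with a median of 0.19 (camera adjusted p = 2.90e-08, and 0.185 with an estimated correlation), among them MSMO1 (0.61, standard error 0.080, adjusted p = 6.68e-04), while 6 were lower and 1 higher with 2,3-pentanedione. The 6 higher were 2 without control replicate 1 and 3 without either pentanedione replicate, and the 6 lower were 3 without pentanedione replicate 2. Of 13 genes of the mitochondrial genome, 4 were lower with the e-cig solution (7 when adjusted over the list alone), with a median of -0.18 (adjusted p = 2.49e-07, and 0.271 with an estimated correlation), MT-CO3 by -0.48 (standard error 0.075, adjusted p = 0.00184). KRT5 fell (-0.58, standard error 0.084, adjusted p = 0.00114).

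With 2,3-pentanedione, 9 of 18 p53 targets were higher and 2 lower (10 and 2 when adjusted over the list alone), with CDKN1A, a cell cycle inhibitor, at 0.86 (standard error 0.082, adjusted p = 5.26e-06) and GDF15, a stress cytokine, at 1.13 (standard error 0.12, adjusted p = 1.69e-05). Camera's adjusted p was 3.58e-04, and 0.0978 with an estimated correlation. Of 30 genes of carbonyl reduction and aldehyde oxidation, 16 were higher and 1 lower (18 and 2 when adjusted over the list alone; adjusted p = 9.23e-08, and 0.212 with an estimated correlation). Of 23 genes of glycolysis and hypoxia, 10 were higher and 4 lower (11 and 5 when adjusted over the list alone), which were 6 and 2 without pentanedione replicate 2, and 2 were lower without pentanedione replicate 1.

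Of 13 club cell markers, 6 were higher and 1 lower with 2,3-pentanedione (7 and 2 when adjusted over the list alone; camera adjusted p = 2.25e-04, and 0.213 with an estimated correlation). Of 14 sulfate activation and transfer genes, 2 were higher and 4 lower. Heat shock genes were 5 higher and 3 lower of 15, interferon genes 4 and 1 of 19, immediate early genes 4 and 1 of 19, EGFR ligands and wound repair genes 3 and 6 of 18, retinoid genes 5 and 1 of 15, and genes of the unfolded protein response 3 and 0 of 21. Of 6 ionocyte and neuroendocrine markers 3 were lower, among them CHGA, with 105 of its 127 control counts in control replicate 1 (see the endocrine transcripts below), and of 6 non-epithelial markers 1 was higher. These counts are small and moved with single libraries. Of all 15771 genes tested, 29.2% passed with 2,3-pentanedione, 2414 higher and 2188 lower. A list whose higher and lower genes together lie near or under that share does not stand out from all genes. That does not show the absence of a response. Without pentanedione replicate 2, higher and lower genes were 1 and 2 for sulfate, 3 and 1 for heat shock, 2 and 0 for interferon, 2 and 0 for immediate early, 2 and 2 for EGFR ligands and wound repair and 3 and 1 for retinoid genes. Without pentanedione replicate 1, heat shock genes were 3 higher, interferon genes 1, immediate early genes 2, and EGFR and wound repair genes 3 lower. Without control replicate 1, interferon genes were 1 higher, immediate early genes 2, retinoid genes 3, and heat shock genes 5 lower, and without control replicate 2 EGFR and wound repair genes were 2 lower.

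The fold changes of diacetyl and the e-cig solution, which also holds diacetyl, had a Pearson r of 0.383, against 0.504 in simulations of unchanged groups with shared controls, and a covariance of 0.0410 against 0.0267 (highest 0.0283). With separate control libraries for the 2 treatments, r was 0.0577 or 0.0157 and the covariance 0.00843 or 0.00237. They shared 56 genes, 15 of them in opposite directions. 2,3-pentanedione and the e-cig solution shared 141 genes, 59 in opposite directions, with r = 0.270 against 0.499 and a covariance of 0.0418 against 0.0267 (highest 0.0278). With separate control libraries their r was 0.0665 or -0.00101 and the covariance 0.0129 or -2.08e-04. For both pairs little covariance was left with separate controls, so most of it came with the shared controls. Each of these values rests on 1 control library per treatment. The simulations gave every group the same spread per gene. The chi-square between libraries per gene was 8.91 in the controls, 8.86 with the e-cig solution, 4.72 with diacetyl and 3.85 with 2,3-pentanedione. The simulated covariance may therefore understate what shared controls add.

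The fall of axonemal dynein heavy chains was set against 2 other sources. A smaller share of ciliated cells would lower 13 ciliated cell markers about as far. Their median was -0.143 with 2,3-pentanedione (dynein -0.80, SD of markers 0.31), which argues against it as the whole source with 2,3-pentanedione, also with any 1 library left out, and a smaller part stays open. With diacetyl it was -0.215 (dynein -0.47, SD 0.15). Without control replicate 1 the markers were at -0.35 and the dynein chains at -0.31, and without diacetyl replicate 1 at -0.23 and -0.39 (SD 0.17), so with 2 libraries per group a smaller share cannot be told apart for diacetyl. With the length and GC trend removed, the dynein median was -0.656 with 2,3-pentanedione and -0.486 with diacetyl, with 10 of 11 lower in both. A loss of axonemal transcripts in the cells that remain may add to it, which was not tested. By staining, at a later time than the 24 h here, the paper found fewer ciliated cells with both chemicals. Marker RNA at 24 h does not test that count.

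Transcripts of endocrine cells were seen in the control libraries. CHGA, a granule protein, had 127 counts in the controls and 6 in the treated libraries, and GCG, glucagon, had 51 and 4. Control replicate 1 held most of them, with 105 of CHGA and 38 of GCG against 22 and 13 in control replicate 2. SST, somatostatin, had 31 and 1, TTR, transthyretin, 22 and 1 and INS, insulin, 4 and 0, and 6 pancreatic acinar genes had 0 in the controls. RNA of endocrine cells from another source was tested on 7 further granule and hormone genes, and 0 of the 7 had over 80% of their counts in the controls. Of 12 others with under 10 counts each, 8 had all counts in the controls and 4 had 50% or fewer there. Together they had 33 counts in the controls and 15 in the treated libraries. This leans toward the controls, but each gene lies near the floor, so it does not decide the source. The bound written beforehand for counting against this source was met. It was set aside only after the values were seen. All 7 genes also had counts in the treated libraries (1203 in all), which would hide a small share. The test therefore could not count against this source, and this source and others cannot be told apart.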
